# Rapid transcriptional and metabolic regulation of the deacclimation process in cold acclimated *Arabidopsis thaliana*

**DOI:** 10.1186/s12864-017-4126-3

**Published:** 2017-09-16

**Authors:** Majken Pagter, Jessica Alpers, Alexander Erban, Joachim Kopka, Ellen Zuther, Dirk K. Hincha

**Keywords:** *Arabidopsis thaliana*, Cold acclimation, Deacclimation, Gene expression, Metabolomics, Transcriptomics

## Abstract

**Background:**

During low temperature exposure, temperate plant species increase their freezing tolerance in a process termed cold acclimation. This is accompanied by dampened oscillations of circadian clock genes and disrupted oscillations of output genes and metabolites. During deacclimation in response to warm temperatures, cold acclimated plants lose freezing tolerance and resume growth and development. While considerable effort has been directed toward understanding the molecular and metabolic basis of cold acclimation, much less information is available about the regulation of deacclimation.

**Results:**

We report metabolic (gas chromatography-mass spectrometry) and transcriptional (microarrays, quantitative RT-PCR) responses underlying deacclimation during the first 24 h after a shift of *Arabidopsis thaliana* (Columbia-0) plants cold acclimated at 4 °C back to warm temperature (20 °C). The data reveal a faster response of the transcriptome than of the metabolome and provide evidence for tightly regulated temporal responses at both levels. Metabolically, deacclimation is associated with decreasing contents of sugars, amino acids, glycolytic and TCA cycle intermediates, indicating an increased need for carbon sources and respiratory energy production for the activation of growth. The early phase of deacclimation also involves extensive down-regulation of protein synthesis and changes in the metabolism of lipids and cell wall components. Hormonal regulation appears particularly important during deacclimation, with extensive changes in the expression of genes related to auxin, gibberellin, brassinosteroid, jasmonate and ethylene metabolism. Members of several transcription factor families that control fundamental aspects of morphogenesis and development are significantly regulated during deacclimation, emphasizing that loss of freezing tolerance and growth resumption are transcriptionally highly interrelated processes. Expression patterns of some clock oscillator components resembled those under warm conditions, indicating at least partial re-activation of the circadian clock during deacclimation.

**Conclusions:**

This study provides the first combined metabolomic and transcriptomic analysis of the regulation of deacclimation in cold acclimated plants. The data indicate cascades of rapidly regulated genes and metabolites that underlie the developmental switch resulting in reduced freezing tolerance and the resumption of growth. They constitute a large-scale dataset of genes, metabolites and pathways that are crucial during the initial phase of deacclimation. The data will be an important reference for further analyses of this and other important but under-researched stress deacclimation processes.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-017-4126-3) contains supplementary material, which is available to authorized users.

## Background

Plants native to temperate and boreal climates show natural low temperature acclimation during fall in preparation for winter frost. This process is termed cold acclimation. In spring, plants lose the freezing tolerance acquired during acclimation by deacclimation while they resume growth and development [1]. Cold acclimation has been extensively studied and the low temperature acclimation response is a multigenic, quantitative trait involving massive re-programming of the transcriptome and metabolome (see [2–4] for reviews). Much of the effort in cold acclimation research has focused on the regulation of cold-responsive gene expression and transcript profiling data suggest the induction of multiple transcriptional pathways [5]. Currently, the best understood cold acclimation signalling pathway depends on the C-REPEAT BINDING FACTOR (CBF) family of APETALA2 (AP2) type transcriptional activators. *CBF* genes appear to be ubiquitous in plants and are almost always present in multiple copies [4–6].

While considerable effort has been directed toward understanding how plants cold acclimate and adapt to low temperature, deacclimation and the persistence of the acclimated state under warm conditions have not attracted much attention. However, the timing and rate of deacclimation may be key determinants of survival during late winter and early spring [7, 8]. The topical interest in climate change further emphasizes the importance of increased knowledge on deacclimation in plants. Global climate models predict an increase in the mean surface air temperature and in the frequency and severity of erratic temperature events [9]. Hence, winters in temperate regions are becoming progressively milder and temperature patterns are becoming increasingly irregular. This increases the frequency of warm spells that may cause premature deacclimation, thereby increasing the risk of subsequent freezing injury [8, 10]. Additionally, shifting phenological patterns, such as an earlier start of the growth season and earlier flowering [11, 12], consistent with climate warming, can increase the risk of tissue damage by subsequent frost. The likelihood of such scenarios is typically high during early spring [13].

Deacclimation, quantified as a reduction in freezing tolerance under controlled conditions, is a fast process leading to substantial decreases in freezing tolerance within a few days. The exact extent and kinetics, however, depend on deacclimation temperature, plant species and genotype [14–17]. A limited number of studies focusing on the metabolic and molecular mechanisms underlying deacclimation have been reported. Most extensively documented is the association between decreasing concentrations of specific soluble carbohydrates and loss of freezing tolerance [15, 17–19]. In addition, two transcriptomic studies on deacclimation have been published [14, 20]. Both were conducted using *Arabidopsis thaliana* and showed that the abundance of transcripts of almost all cold induced genes is strongly reduced during deacclimation. Using the same species it was recently shown that deacclimation is a tightly regulated process, which includes coordination of the CBF regulon [17] and the plastidic antioxidant system [21]. The CBF signal transduction pathway has also been implicated in deacclimation of *Betula pendula*, where members of the CBF regulon are down-regulated only after prolonged exposure to warm temperatures, presumably enabling plants to maintain freezing tolerance during short warm spells [22]. However, except for the CBFs, regulators of deacclimation remain largely unknown. Time dependence of transcriptional [14, 17] and metabolic [17, 18] changes during deacclimation has been recognized, but mostly on a time scale of days (transcriptional changes) or days to weeks (metabolic changes), which is insufficient to recognize fast regulatory responses.

Therefore, we have investigated the initial metabolic (gas chromatography-mass spectrometry (GC-MS)) and transcriptional (microarrays, qRT-PCR) responses during the first 24 h after a shift of plants cold acclimated for three days at 4 °C to 20 °C day/18 °C night temperatures. Our analysis reveals that the transcriptome responds more rapidly than the metabolome and that deacclimation involves tightly regulated transcriptional and metabolic responses.

## Methods

### Plant material and growth conditions

*Arabidopsis thaliana* accession Columbia-0 (Col-0) was grown in soil in a greenhouse at 8 h day length with light supplementation to reach at least 200 μmol m^−2^ s^−1^ and a temperature of 20 °C during the day, 18 °C during the night. After three weeks of growth under these conditions plants were transferred to long days (16 h light/8 h dark), but otherwise similar growth conditions.

For cold acclimation, 4 weeks old plants were transferred to a 4 °C growth cabinet at 16 h day length with 90 μmol m^−2^ s^−1^ for three days, following our previously established cold acclimation protocol [23, 24]. For deacclimation, cold acclimated plants were transferred back to the greenhouse at 20 °C/18 °C day/night temperature and at least 200 μmol m^−2^ s^−1^ light as described previously [17]. Complete rosettes were harvested from 10 individual replicate plants, immediately frozen in liquid nitrogen, stored at −80 °C and later powdered using a ball mill (Retsch, Haan, Germany). The experiment was performed in three independent biological replicates.

### qRT-PCR analysis of the expression of genes encoding transcription factors

Transcript levels of genes encoding transcription factors (TFs) were analyzed in non-acclimated and cold acclimated plants and plants deacclimated at 20 °C for 2 h, 4 h, 6 h, 12 h or 24 h using a real-time qRT-PCR platform. The TF platform contains 1880 primer pairs in five 384-well plates to determine the abundance of transcripts from the majority of genes encoding TFs in *Arabidopsis* [25–27]. The analysis included three independent biological replicates, giving a total of 21 samples.

Total RNA was isolated from a pool of rosettes from 10 different plants for each sample, using Trizol reagent (Invitrogen, Carlsbad, CA) and DNase treated with RapidOut DNA Removal Kit (Thermo Scientific, Waltham, MA). RNA quantity and quality were determined using a Nanodrop spectrophotomer (Nanodrop Technologies, Wilmington, DE) and gel electrophoresis. Quantitative PCR with intron-specific primers [28] was used to ascertain the absence of genomic DNA. cDNA was synthesized with SuperScript III reverse-transcriptase (Invitrogen, Carlsbad, CA) and oligo-dT20 primers. cDNA quality was checked using primers amplifying 3′ and 5′ regions of *GAPDH* (At1g13440) [28]. qRT-PCR was performed as described [29]. Ct values for TF genes were normalized by subtracting the mean Ct of four reference genes *GAPDH*, *PDF2*, *Actin2* and *EXPRS* that were included on each plate [25].

A first step data analysis performed by Principal Components Analysis (PCA) applied to the normalized Ct values indicated that one replicate in each of two samples were outliers. Hence, these replicates were excluded from further analysis. Finally, only genes with at least two replicate Ct values per time point and with Ct values determined in ≥75% of all samples were considered for further analysis. This resulted in 1462 TF genes whose expression was analyzed in detail. A complete list of all respective expression values can be found in Additional file 1.

The log_2_ transformed relative expression values (i.e. the Ct values normalized to the expression of the reference genes) from the qRT-PCR measurements were analyzed using ANOVA type I SS with correction for multiple testing using the Benjamini-Hochberg [30] method (false discovery rate (FDR) *P* < 0.01) by comparing all treatments against each other in R. Fold change was calculated to cold acclimated samples and only genes with a log_2_ fold ratio greater than 1 or lower than −1 were considered for the subsequent t-tests (FDR *P* < 0.05) where we compared non-acclimated and deacclimated samples to cold acclimated samples. Enrichment of differentially expressed TF genes in particular TF families following different durations of deacclimation was tested for significance by applying Fisher tests with a Bonferroni correction for multiple tests [29].

### Global transcript profiling

Total RNA was isolated as described above and quality was additionally assessed using a bioanalyzer (Agilent, Santa Clara, CA). cRNA synthesis, labelling, hybridization onto Affymetrix Genechip *Arabidopsis* Gene 1.0 ST Arrays and scanning was performed at ATLAS Biolabs GmbH (Berlin, Germany). The total number of RNA samples processed was 21, comprising three independent biological replicates of each of the seven conditions described above.

The raw *Arabidopsis* Gene 1.0 ST intensities were imported into the RobiNA software [31] to perform quality assessment and data normalization and to identify genes differentially regulated between cold acclimated plants and plants subjected to different durations of deacclimation. Data normalization was performed using the RMA method. Statistical analysis of pair-wise differential gene expression between cold acclimated and deacclimated or non-acclimated plants was carried out using a linear model-based approach, applying a 0.05 cut-off for *P*-values after Benjamini-Hochberg correction for multiple testing [30] and log_2_ fold ratio greater than 1 or lower than −1. A list of all genes that were significantly regulated at least at one timepoint during deacclimation, or between cold acclimated and non-acclimated plants is provided in Additional file 2.

### GC-MS metabolite profiling

Polar metabolites from non-acclimated and cold acclimated plants and plants deacclimated for 2 h, 4 h, 6 h, 12 h or 24 h were extracted and processed as described previously [32]. Gas chromatography coupled to electron impact ionization-time of flight-mass spectrometry (GC/EI-TOF-MS) was performed and metabolites were identified as described previously [33]. Metabolite intensities were normalized to sample fresh weight and the internal standard ^13^C_6_-sorbitol. In all cases, six biological replicates, two from each of the three independent experiments, were included.

A total of 168 polar metabolites were identified, including known and yet unknown compounds, archived by the Golm Metabolome Database [34]. Three metabolites that were detected in less than 50% of the non-acclimated and cold acclimated samples or in less than half of the total samples, and where the absence was not related to acclimation state, were excluded from the dataset. In addition, sucrose was removed from the dataset. Sucrose was present in our analyses but in most samples saturated beyond its upper detection limit. A complete list of the normalized metabolite levels can be found in Additional file 3.

Metabolite levels were log_10_ transformed and the statistical significance of differences in metabolite pool sizes was tested by ANOVA at *P* < 0.05 with Benjamini-Hochberg correction for multiple testing by comparing all conditions against each other. Data were log_10_ transformed only for this analysis. Hence, the data presented in Fig. 4 are normalized responses that represent relative metabolite abundance measures.

### Further data analysis methods

Principal Components Analysis (PCA) was performed using the *pcaMethods* package in R [35]. For the microarray data, significant enrichment of functional categories of the MapMan annotation bins among significantly differentially expressed genes was tested by applying Fisher tests with a Benjamin-Hochberg correction for multiple testing using PageMan [36].

Hierarchical clustering of statistically significantly changed metabolite or transcript pool sizes using a Euclidian distance as the distance measure, and the average linkage to define similarity between the clusters was performed with the MultiExperiment Viewer software [37].

## Results

### Effects of deacclimation on transcript and metabolite abundance of cold acclimated plants

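Transcript levels were measured on Affymetrix Arabidopsis whole-transcript arrays in 7 groups of plants: cold acclimated, deacclimated (2, 4, 6, 12 and 24 h) and non-acclimated (NA), with 3 independent biological replicates per group, each a pool of 10 rosettes. Cold acclimation lasted 3 d at 4 °C in light of 90 μmol per square metre and second, and deacclimation took place at 20 °C by day and 18 °C by night in light of at least 200, so light rose together with temperature at the transfer. The paper writes of the morning upon transfer to warm conditions and of sampling by day only, but the hour at which each group was harvested is not given in the sources used here. Values are the deposited log2 expression values of the 21 arrays, normalized by the authors with RMA. Each group was compared with cold acclimated plants in limma, fitted to all 21 arrays, and a probe set counts as changed at a Benjamini-Hochberg adjusted p under 0.05 and a change over 1 on the log2 scale. The fit, with 3 arrays per group and 14 residual degrees of freedom, was tried on simulated data made from the residuals of all 21 arrays in random order. Changes of 1.5 given to the arrays standing for 2 h were recovered in 88% of 100 probe sets and those of 3 in 99% of 100, with 0 in the wrong direction. Beside these, 19 unchanged probe sets were called, as a share of the calls more than the 0.05 of the threshold, in a single simulated data set. The real 2 h arrays spread more than those of any other group, so recovery there may be lower. Array medians ran from 8.11 to 8.29 apart from 8.43 in 2 h replicate 1, and the lowest correlation between arrays of a group was 0.984.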

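The first 7079 probe sets of the table carry no gene in the platform table and are numbered in steps of 2. They were set apart, as a block that may hold controls, leaving 31329, after results over the whole table had been seen, and the whole table is kept as an alternative. The paper's own list of called transcripts (Additional file 2), of which 1997 entries were in hand and 2752 were not, includes 308 of the probe sets set apart, none with a locus. Gene lists, the comparisons with cold acclimated plants, of 24 h with NA plants and between successive times, the thresholds and the rule for which genes are named were written down before the data were examined. List tests use the platform table, which names 16505 genes. In them a list gene counts as measured if it is named there, as are 9 of 28 CBF and COR genes and 8 of 29 AUX/IAA genes. Single genes such as CBF targets and clock genes are also named from Additional file 2, which covers only transcripts the authors called, so these genes are a selected set. In 276 Fisher's exact tests of 23 lists, 8 passed for rising and 16 for falling genes. None passed a camera test with an estimated correlation between genes, the lowest adjusted p being 0.0737, a value shared by many lists. With the correlation preset in limma, each list that passed Fisher's test also passed camera. Adjusted p then ran from 2.05e-23 (ribosome biogenesis at 12 h) to 0.0297 (heat shock proteins at 6 h). The outcome of camera thus rests on the correlation used.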

As an initial step in the data analysis, PCA was used to identify the largest variance components in the GC-MS metabolite data, and the global (whole-genome microarray) and targeted (qRT-PCR of transcript levels of 1880 TF genes) transcript data. As evident from Fig. 1, both transcript and metabolite data follow a circular trajectory. 

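Transcripts of ELF3 (AT2G25930), a component of the evening complex of the circadian clock, fell by 1.41 on the log2 scale at 24 h (standard error 0.14, n = 3 per group, adjusted p = 1.7e-06 from limma) and by 2.21 in NA plants relative to cold acclimated plants. At 12 h the log2 fold change of ELF3 was 0.69, short of the threshold. From 12 h to 24 h, transcripts of WLIM2A (AT2G39900), an actin-binding LIM protein, fell by 1.85 (standard error 0.13, adjusted p = 8.82e-08 from limma). In a PCA of the 7 group means, centred and not scaled, PC1 held 38.3% of the variance. Cold acclimated plants scored -9.94 on it, the 2 h, 4 h, 6 h and 12 h groups scored -17.5, -29.7, -39.2 and -11.0, and the 24 h and NA groups scored 49.0 and 58.3.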

For the transcripts, principal component 1 (PC1) separated profiles from cold acclimated plants and plants deacclimated for 2 h, 4 h, 6 h and 12 h from those of non-acclimated plants and plants deacclimated for 24 h. It explained 56.1% and 36.7% of the variance for the qRT-PCR and microarray data, respectively. PC2 separated profiles of cold-acclimated plants from non-acclimated and deacclimated plants and explained 20.7% and 34.3% of the variation in the two datasets. 

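GOLS3 (AT1G09350), a galactinol synthase, fell by 4.31 on the log2 scale at 2 h, fell by 5.90 at 12 h, and stood at -4.94 in NA plants relative to cold acclimated plants (standard error 0.29, adjusted p = 1.62e-07 at 2 h from limma). VHA-E3 (AT1G64200), a subunit of the vacuolar proton ATPase, was higher than in cold acclimated plants in every other group, with log2 fold changes of 3.73 at 2 h, 3.46 at 6 h and 3.62 at 24 h (standard error 0.31, adjusted p = 3.63e-07 at 24 h from limma). PC2 of the group means held 34.4% of the variance, with a score of 75.0 for cold acclimated plants and scores between -35.8 (12 h) and 9.29 (2 h) for the others. Over the 21 single arrays PC1 held 24.9% and PC2 21.9%.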

For the metabolites, acclimation state was also the dominant source of variance underlying PC1 (68.1% of total variance). The samples from non-acclimated and cold acclimated plants were distributed furthest apart, while samples from deacclimated plants followed an order from cold acclimated to 2 h, 4 h, 6 h, 12 h, 24 h of deacclimation to non-acclimated. This indicates that changes in metabolite content during deacclimation followed a strictly controlled time-course. PC2 of the metabolite data set distinguished samples from plants deacclimated for 6 h, 12 h and 24 h from samples from non-acclimated and cold acclimated plants and from plants deacclimated for 2 h and 4 h (14.4% of total variance).

**Fig. 1:**
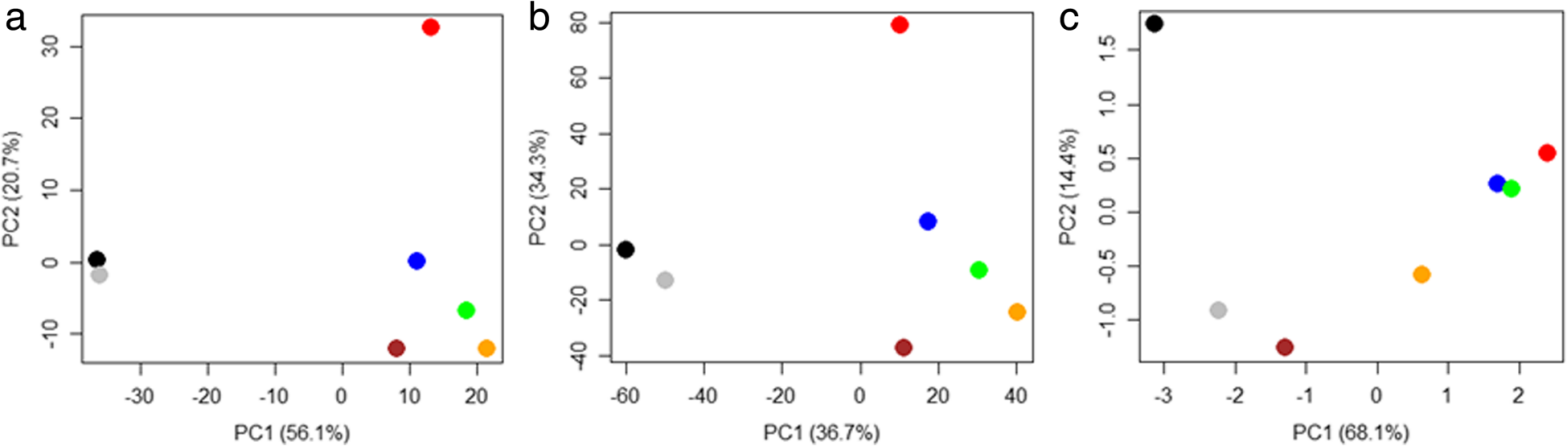
Score plots from principal components analysis (PCA). PCA was applied to **a** qRT-PCR, **b** microarray and **c** GC-MS metabolite profiling data sets. Plants were non-acclimated (black) or cold acclimated at 4 °C for 3 days (red). Cold acclimated plants were then deacclimated at 20 °C for 2 h (blue), 4 h (green), 6 h (orange), 12 h (brown) or 24 h (grey)

According to the PCA analyses the responses of cold acclimated plants to warm conditions followed different kinetics at the transcript compared to the metabolite levels. 

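Within 2 h of warming, the cold-regulated gene COR27 (AT5G42900), which acts on clock genes, fell by 4.67 on the log2 scale (standard error 0.31, adjusted p = 1.62e-07 from limma). CCA1 (AT2G46830), a MYB factor of the central clock, fell by 1.91 (standard error 0.28, adjusted p = 0.000199 from limma). Transcripts of the B-box protein BBX17 (AT1G49130) rose, with a log2 fold change of 3.16 (standard error 0.33, adjusted p = 9.52e-06 from limma). Over all 31329 probe sets the distance between the mean profiles of cold acclimated and 2 h plants was 90.1, against 44.0 from the spread between arrays alone, a ratio of 2.05. Light rose together with temperature at the transfer, and the hour of harvest is not given, so neither can be told apart from warming here.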

In the case of transcripts, profiles of cold acclimated plants were markedly separated already from those of plants deacclimated for 2 h, implying that even a short exposure to warm temperatures was sufficient to induce a significant transcriptional response. In contrast, metabolite profiles from plants deacclimated for 2 h and 4 h remained similar to profiles from cold acclimated plants. Also, profiles from non-acclimated plants and from plants deacclimated for 24 h co-clustered in the case of transcripts encoding TFs (Fig. 1a) and to a lesser extent at the global transcript level (Fig. 1b), while this was not observed for the metabolite data (Fig. 1c).

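The defence gene PR1 (AT2G14610) was higher at 24 h than in NA plants, with a log2 fold change of 2.33 (standard error 0.36, n = 3 per group, adjusted p = 0.0199 from limma). COR15B (AT2G42530), a cold protein of the chloroplast, differed by 1.41 (adjusted p = 0.0222 from limma), LHCB1.4 (AT2G34430), a light-harvesting protein, by 1.18 (adjusted p = 0.0428), and AT3G17520, a late embryogenesis abundant protein, by 2.23 (adjusted p = 0.00813). In all, 12 probe sets were higher at 24 h than in NA plants and 2 were lower, while 2752 had an unadjusted p under 0.05. With only the 24 h and NA arrays in the fit 0 probe sets passed, so PR1, COR15B, LHCB1.4 and AT3G17520 lost their calls, and so did PR1, COR15B and LHCB1.4 without 24 h replicate 1 or NA replicate 3, PR1 and LHCB1.4 without 24 h replicate 3, PR1 and COR15B without NA replicate 2, and LHCB1.4 without NA replicate 1 or over the whole table. Adjusting over all comparisons together gave 73 higher and 40 lower, and nestedF 62 and 50. Leaving out single arrays gave higher and lower counts of 11 and 7 (24 h replicate 1), 19 and 137 (24 h replicate 2), 5 and 0 (24 h replicate 3), 18 and 20 (NA replicate 1), 2 and 2 (NA replicate 2), and 2 and 0 (NA replicate 3).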

### Transcriptional regulation during deacclimation

To identify transcriptional regulators of the deacclimation process, we determined transcript levels of 1880 TF genes using qRT-PCR [25–27]. After filtering (see Methods for details), expression values of 1462 genes were included in a detailed analysis (Additional file 1). Applying stringent criteria for differential gene expression (FDR *P* < 0.01 and log_2_ fold change of at least −1 or +1) the relative expression of 476 TF genes differed significantly between at least two treatments. In accordance with the PCA, hierarchical cluster analysis (Fig. 2) showed clear differential expression patterns among the treatments, separating the samples into two clusters; one corresponding to 2 h to 12 h of deacclimation and the other encompassing non-acclimated samples and samples deacclimated for 24 h. Clustering further grouped the genes into six major clusters, corresponding to different expression patterns relative to cold acclimated samples and 14 small clusters containing only one or a few genes with distinct expression patterns (Fig. 2 and Additional file 4). The major clusters included (a) seven genes showing an instant, transient increase in expression during deacclimation relative to the acclimated state; (b) 83 genes that also showed a transient increase, although this was less pronounced than in cluster (a); (c) 18 genes that increased transiently during the first 12 h of deacclimation, but were considerably down-regulated at 24 h of deacclimation and (d) 285 genes that were down-regulated at 24 h of deacclimation and to a lesser extent at 12 h of deacclimation. Genes in the last two clusters (e and f) showed a transient decrease, reaching minimum expression levels around 12 h of deacclimation, but their expression relative to cold acclimated samples varied. Genes in cluster (e) were more strongly repressed than genes in cluster (f).

**Fig. 2:**
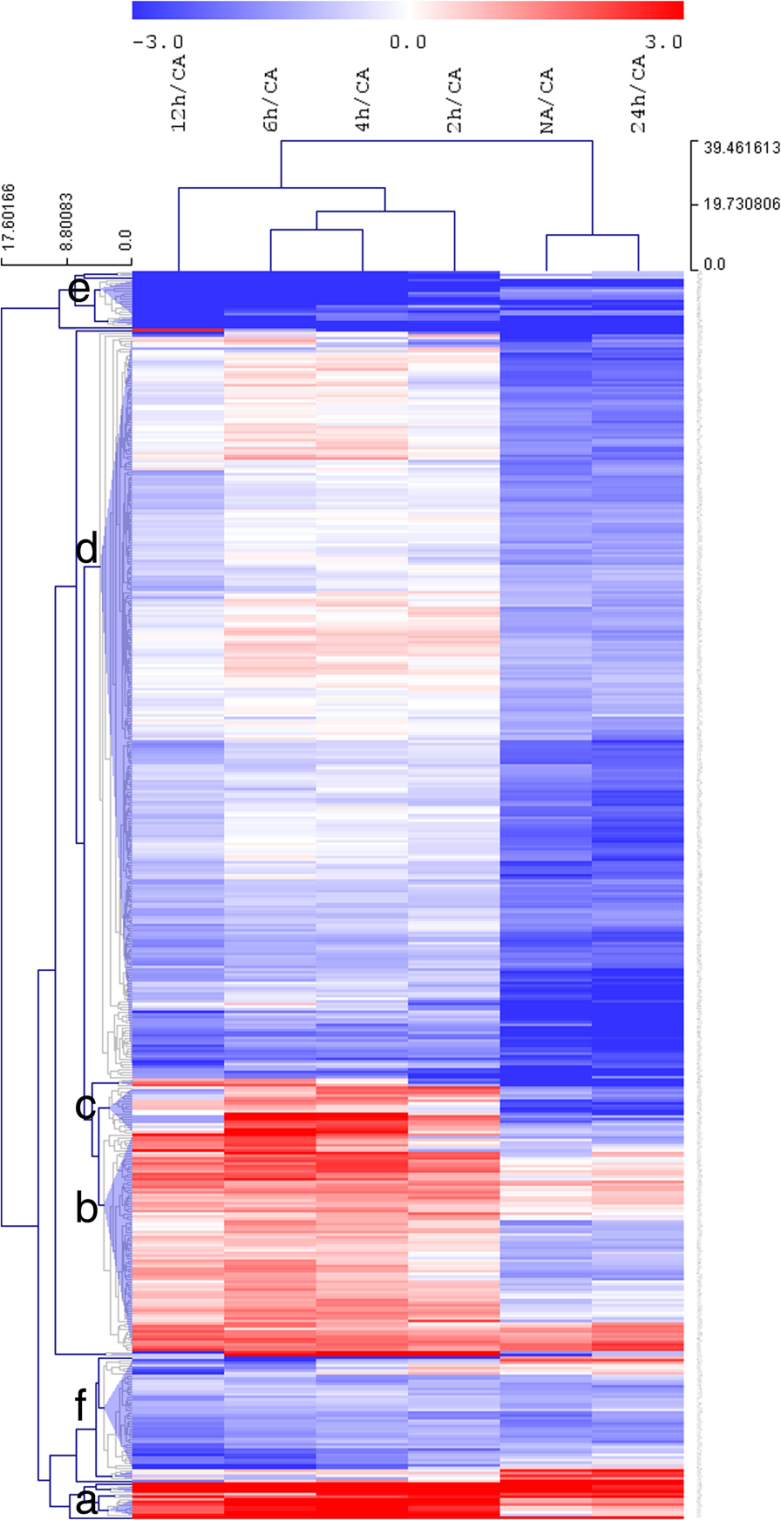
Hierarchical clustering of changes in the expression of genes encoding transcripition factors. Hierarchical trees were drawn, based on log_2_ fold change in relative expression of 476 genes between cold acclimated (CA) and deacclimated and between cold acclimated and non-acclimated (NA) *Arabidopsis* plants. Plants were cold acclimated at 4 °C for three days and thereafter deacclimated at 20 °C for 2 h, 4 h, 6 h, 12 h or 24 h. Genes were selected based on ANOVA analysis to be differentially regulated at least at one time point with a log_2_ fold change of at least + or −1. Lists with the names of all genes in the different clusters indicated by the letters a to f can be found in Additional file 4

When only considering genes differentially expressed relative to samples from cold acclimated plants, the number of regulated TF genes increased with increasing duration of deacclimation (Table 1). Among those TF genes showing significant differential expression after 2 h of deacclimation, 26 were up-regulated, while 33 were down-regulated compared to their corresponding levels in cold acclimated plants. The number of significantly regulated TF genes after FDR correction was relatively low from 4 to 12 h. After 24 h of deacclimation, the numbers of up- and down-regulated TF genes were similar to those observed in non-acclimated relative to cold acclimated plants, in agreement with the results of the PCA (Fig. 1a).

**Table 1:** The numbers of up- and down-regulated transcription factor (TF) genes and the ratio between up- and down-regulated TF genes following 2 h, 4 h, 6 h, 12 h or 24 h of deacclimation (DEA) at warm temperatures or in non-acclimated (NA) plants

Treatment	Number of genes				Overlap with genes regulated in the opposite direction after 3 d of CA (%)	
	Up-regulated	Down-regulated	Regulated	Ratio	Up-regulated	Down-regulated
2 h DEA	26	33	59	0.79	43	11
4 h DEA	3	12	15	0.25	6	4
6 h DEA	0	5	5	NA	NA	1
12 h DEA	5	16	21	0.31	13	5
24 h DEA	22	284	306	0.08	81	88
NA	16	198	214	0.08	–	–

Numbers indicate the genes out of the 476 shown in Fig. 2 that were significantly (FDR *P* < 0.05) regulated relative to cold acclimated (CA) plants

To identify TF gene families whose members were predominantly regulated during deacclimation, we performed an overrepresentation analysis for the 24 h time point and for the data from non-acclimated plants. Among up-regulated TF genes, the basic helix-loop-helix (bHLH) family was overrepresented at both time points, while the heat shock factor (HSF) family was overrepresented only in non-acclimated plants (data not shown). The number of overrepresented TF families among down-regulated genes was much higher, in agreement with the larger number of significantly down-regulated genes (Table 2). Most families overrepresented after 24 h of deacclimation were also overrepresented among TFs with a reduced expression in non-acclimated relative to cold acclimated plants. Since the TF genes identified as down-regulated in non-acclimated plants in this analysis are up-regulated in the reverse comparison (i.e. they are cold induced), this indicates that TF genes induced during cold acclimation are rapidly down-regulated during deacclimation.

**Table 2:** Transcription factor families significantly enriched in down-regulated genes following 24 h of deacclimation (DEA) and in non-acclimated (NA) relative to cold acclimated plants

bin	Transcription factor family	24 h DEA	NA
27.3.11	C2H2 zinc finger family	X	X
27.3.7	C2C2(Zn) CO-like, Constans-like zinc finger family	X	X
27.3.26	MYB-related transcription factor family	X	X
27.3.3	AP2/EREBP, APETALA2/Ethylene-responsive element binding protein family	X	X
27.3.8	C2C2(Zn) DOF zinc finger family	X	
27.3.32	WRKY domain transcription factor family	X	X
27.3.35	bZIP transcription factor family	X	
27.3.25	MYB domain transcription factor family	X	X
27.3.22	HB,Homeobox transcription factor family	X	
27.3.62	Nucleosome/chromatin assembly factor group	X	X
27.3.16	CCAAT box binding factor family, HAP5	X	X
27.3.20	G2-like transcription factor family, GARP	X	X
27.3.9	C2C2(Zn) GATA transcription factor family	X	X
27.3.15	CCAAT box binding factor family, HAP3	X	X
27.3.18	E2F/DP transcription factor family	X	
27.3.12	C3H zinc finger family		X
27.3.13	CCAAT box binding factor family, DR1	X	
27.3.2	Alfin-like	X	X
27.3.30	Trihelix, Triple-Helix transcription factor family	X	X
27.3.4	ARF, Auxin Response Factor family	X	X
27.3.49	GeBP like	X	X
27.3.57	JUMONJI family	X	
27.3.6	bHLH,Basic Helix-Loop-Helix family	X	X
27.3.63	PHD finger transcription factor	X	X
27.3.24	MADS box transcription factor family		X
33.3	development.squamosa promoter binding like (SPL)	X	

Fields with an X indicate significant enrichment of specific families

### Global changes in gene expression during deacclimation

To investigate whether deacclimation is simply a reversal of cold acclimation or whether loss of acclimated freezing tolerance and the return to an unstressed phenotype involves additional changes in gene expression, a global transcriptomic study was carried out using microarrays. 1462 TF genes investigated by qRT-PCR were also represented on the microarrays and were used to validate the transcriptome data. 

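HRA1 (AT3G10040), a hypoxia-responsive regulator, rose by 2.15 on the log2 scale at 2 h on the arrays and by 2.44 in the paper's qRT-PCR. IAA29 (AT4G32280) at 6 h gave 3.38 and 3.96, PIF7 (AT5G61270) at 6 h gave -1.45 and -1.96, and BBX11 (AT2G47890) at 24 h gave -2.50 on the arrays and -4.28 in the qRT-PCR (standard errors on the arrays 0.31, 0.64, 0.23 and 0.20, n = 3 per group). For 467 qRT-PCR genes named in the platform table, fewer than the paper compared, and 6 comparisons with cold acclimated plants, r² was 0.417 and Spearman's rho 0.655. These were computed across genes, which are not independent replicates. Within single comparisons r² ran from 0.4105 at 24 h to 0.528 in NA plants. Of 265 array values past both limma thresholds, 246 (92.8%) had the same sign in the qRT-PCR. The share was lowest at 24 h, with 36 of 44 (81.8%). The qRT-PCR change exceeded 2 on the log2 scale while the array change stayed under 0.5 for 119 of 2802 pairs of values. Of these, 49 were at 24 h and 40 in NA plants. The reverse held for 2.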

Data from the two platforms showed a high correspondence (Additional file 5), with only a small number of genes showing strong regulation in one dataset, but no change in the other.

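The expansin gene EXPA8 (AT2G40610) rose by 1.72, 2.80, 3.94 and 3.58 on the log2 scale at 2 h, 4 h, 6 h and 12 h relative to cold acclimated plants (standard error 0.43, adjusted p = 4.74e-06 at 6 h from limma). Transcripts of LTI30 (AT3G50970), a dehydrin, fell by 2.83 at 2 h and by 5.95 at 12 h (standard error 0.47, adjusted p = 1.29e-07 at 12 h from limma). Across 31329 probe sets, 1405 were changed at 2 h, 1825 at 4 h, 2422 at 6 h, 2872 at 12 h and 2669 at 24 h.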

The number of regulated genes increased with increasing duration of deacclimation (Table 3). After 24 h the expression of 2335 genes was significantly affected by the deacclimation treatment. 

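CSLA01 (AT4G16590), a cellulose synthase-like gene, rose by 4.69 on the log2 scale at 24 h (standard error 0.76, adjusted p = 0.000164 from limma) and AT3G28270 rose by 4.15 (standard error 0.29, adjusted p = 4.8e-08 from limma), relative to cold acclimated plants. XTH20 (AT5G48070), a xyloglucan endotransglucosylase, fell by 3.81 (standard error 0.48, adjusted p = 1.68e-05 from limma). The 24 h group had 1299 probe sets up and 1370 down, 8.52% of those analysed.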

Different durations of deacclimation affected transcript levels in different ways. 

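The heat shock factor gene HSFA2 (AT2G26150) rose by 6.31 on the log2 scale at 2 h (standard error 0.62, n = 3 per group, adjusted p = 5.22e-06 from limma) and AT4G27450 rose by 4.00 (standard error 0.35, adjusted p = 1.57e-06 from limma). The transcript of AT3G55580 fell by 4.74 (standard error 0.21, adjusted p = 1.54e-09 from limma). At 2 h, 903 probe sets rose and 502 fell, so 64.3% of the calls were up. This share was 51.0% after cyclic loess, 52.4% over the whole table, and 55.8% without 2 h replicate 1, the array with the highest median.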

Among those genes showing differential expression after 2 h, 811 were up- while 495 were down-regulated, compared to acclimated plants. Over time the number of regulated genes increased, in particular for repressed genes. Thus, the ratio of induced to repressed genes (Table 3) indicated more up- than down-regulated genes during the early phase of deacclimation, while after 12 h and 24 h down-regulation predominated. 

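GASA6 (AT1G74670), a gibberellin-regulated gene, rose by 2.82 on the log2 scale at 4 h relative to cold acclimated plants (standard error 0.41, adjusted p = 0.000115 from limma). ASG4 (AT1G01520), a MYB-like gene, fell by 4.68 at 12 h (standard error 0.35, adjusted p = 7.19e-08 from limma), and PP2-A10 (AT1G10155), a phloem protein gene, fell by 4.16 (standard error 0.42, adjusted p = 1.24e-06 from limma). Counts up and down were 1009 and 816 at 4 h, 1306 and 1116 at 6 h, and 1382 and 1490 at 12 h. The ratios of up to down were 1.80, 1.24, 1.17, 0.928 and 0.948 from 2 h to 24 h. With single-gene probe sets alone the counts were 754 and 677 at 12 h and 705 and 656 at 24 h, more up than down. Without 6 h replicate 1 the counts were 1207 up and 1255 down at 6 h, and without 24 h replicate 3 they were 1286 and 1274 at 24 h. After cyclic loess 49.1% of the calls were up at 6 h and 51.5% at 24 h, and over the whole table 47.9% at 4 h, 44.4% at 6 h, 34.2% at 12 h and 38.6% at 24 h, against 48.1% at 12 h and 48.7% at 24 h in the 31329 probe sets.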

A total of 230 and 128 genes were commonly up- or down-regulated at all time points. 

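COR47 (AT1G20440), a dehydrin, was lower than in cold acclimated plants at every time, with log2 fold changes of -1.66 at 2 h, -1.76 at 4 h, -1.56 at 12 h and -1.29 at 24 h (standard error 0.22, adjusted p = 0.000296 at 24 h from limma). AT4G27450 stayed up after 2 h, at 4.53 at 4 h, 4.63 at 6 h and 3.54 at 12 h (adjusted p = 1.04e-06 at 12 h from limma). In total 328 probe sets rose at all 5 times and 154 fell at all 5, of which 271 and 138 were changed in the same direction in NA plants. All 5 comparisons share the 3 cold acclimated arrays, and 20 simulations of unchanged groups, taking as many top-ranked probe sets as were called, gave on average 36.7 shared by all times for rises (highest 101) and 25.3 for falls (highest 56). With profiles exchanged only within a replicate number these were 49.4 (highest 197) and 35.4 (highest 98). The 3 arrays cannot be split, so part of the excess may come from the shared controls.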

According to an overrepresentation analysis the functional classes heat stress (bin 20.2.1) and brassinosteroid synthesis and degradation (bin 17.3.1.2.99) were significantly enriched in commonly up-regulated genes, while genes associated with ribosome biogenesis and pre-rRNA processing and modifications (bin 29.2.2.3.4) were overrepresented among the consistently down-regulated genes.

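HOP3 (AT4G12400), an Hsp70-Hsp90 organizing protein, rose by 3.21 on the log2 scale at 2 h, 2.44 at 6 h and 2.69 at 24 h relative to cold acclimated plants (standard error 0.45, adjusted p = 0.000212 at 24 h from limma). With HSP17.6B, HSP23.5, HSP15.7 and ROF2 it made 5 of 11 measured heat shock protein genes up at all 5 times (adjusted p = 2.55e-06, Fisher's exact test). Among the genes down at all 5 times were 3 of 9 flavonoid genes (UGT79B1, 5MAT and UGT78D3, adjusted p = 0.0002) and 2 of 9 CBF and COR genes (COR47 and LTI30, adjusted p = 0.0122). At single times the camera test gave adjusted p = 0.0788 to 0.396 with an estimated correlation for heat shock proteins, 0.0737 to 0.277 for flavonoid genes and 0.0737 to 0.16 for CBF and COR genes. For ribosome biogenesis the number was 0 of 20, since 0 passed both limma thresholds at 2 h, where 19 had an unadjusted p under 0.05, 15 an adjusted p under 0.05, and a fry test of the list gave an adjusted p of 4.29e-05. Over all 31329 probe sets 9747 had an unadjusted and 5840 an adjusted p under 0.05 at 2 h. Outside this list PWP2 (AT1G15440) and NAF1 (AT1G03530), ribosome biogenesis genes chosen after their values were seen, were down at all 5 times, with log2 fold changes of -1.01 and -1.24 at 2 h. The brassinosteroid list has no gene named in the platform table and was not tested.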

**Table 3:** The numbers of up- and down-regulated genes and the ratio between up- and down-regulated genes following 2 h, 4 h, 6 h, 12 h or 24 h of deacclimation (DEA) at 20 °C of cold acclimated plants of *Arabidopsis thaliana*

Treatment	Up-regulated	Down-regulated	Regulated	Ratio (up/down)	Overlap with genes regulated in the opposite direction after 3 d of CA (%)	
					Up-regulated	Down-regulated
2 h DEA	811	495	1306	1.64	34	23
4 h DEA	902	766	1668	1.18	36	31
6 h DEA	1155	1025	2180	1.13	38	34
12 h DEA	1197	1381	2578	0.87	46	52
24 h DEA	1138	1197	2335	0.95	72	71
NA	1135	1182	2317	0.96	–	–

Also shown are the overlaps between genes differentially expressed in opposite directions after 3 d of cold acclimation (CA) and following different durations of deacclimation

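The sugar transporter gene SAG29 (AT5G13170) was higher in NA than in cold acclimated plants by 3.83 on the log2 scale (standard error 0.30, adjusted p = 1.88e-07 from limma), and XTH19 (AT4G30290), a cell wall gene, by 3.41 (standard error 0.59). Lower in NA than in cold acclimated plants were LTI30, at -6.76, and COR15B, at -3.71 (standard error 0.23, adjusted p = 1.41e-08 from limma). Among 31329 probe sets, 1335 were higher in NA plants, that is lower after cold acclimation, and 1139 were lower in NA plants. Higher probe sets made 54.0% of these calls, and 44.2% over the whole table.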

There were 1135 up- and 1182 down-regulated genes after 3 d of cold acclimation in comparison to non-acclimated plants. Of the genes that were significantly up-regulated during cold acclimation, 23% were down-regulated during the first 2 h of deacclimation (Table 3). 

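KIN1 (AT5G15960), a cold-induced gene, fell by 1.63 on the log2 scale at 4 h and fell by 2.61 at 6 h relative to cold acclimated plants (standard error 0.39, adjusted p = 8.81e-05 at 6 h from limma). COR15B fell by 1.92 at 6 h. Of 9 measured CBF and COR genes, 4 fell at 2 h (5 adjusted over the list alone, adjusted p = 7.36e-05, Fisher's exact test, adjusted p = 0.0737 with an estimated correlation) and 7 at 4 h (7 alone, adjusted p = 7.19e-09, adjusted p = 0.0737 with an estimated correlation). Then 6 fell at 6 h (6 alone, adjusted p = 1.49e-06, adjusted p = 0.141 with an estimated correlation), 6 at 12 h (6 alone, adjusted p = 6.02e-06, adjusted p = 0.16 with an estimated correlation) and 8 at 24 h (8 alone, adjusted p = 2.7e-09, adjusted p = 0.0737 with an estimated correlation), while COR28 was up at 6 h and 12 h. In NA plants 8 of the 9 were lower (8 alone, adjusted p = 1.57e-09, adjusted p = 0.0737 with an estimated correlation) and 1, ZAT10, was higher. Of the 1139 probe sets lower in NA plants, 21.2% fell at 2 h, 32.9% at 4 h, 35.8% at 6 h and 51.6% at 12 h. Simulated unchanged groups sharing their controls gave 13.7%, 20.2%, 22.4% and 26.3% on average, and at most 24.0%, 33.6%, 39.8% and 44.2%, so up to 6 h the highest simulated overlap exceeded the observed one. In these simulations 0.15 probe sets on average, and at most 2, passed both thresholds, so the simulated lists were filled by rank to the observed sizes. Such lists are unlike the real ones and cannot tell how much of the real overlap the shared controls account for. These simulations ignore replicate numbers. With profiles exchanged only within a number the averages were 13.2%, 22.9%, 24.9% and 28.7% and the highest 24.8%, 32.0%, 42.8% and 44.7%, above the observed at 2 h and 6 h. Independent lists would give 1.60%, 2.60%, 3.56% and 4.76%.

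**Figure D1:**
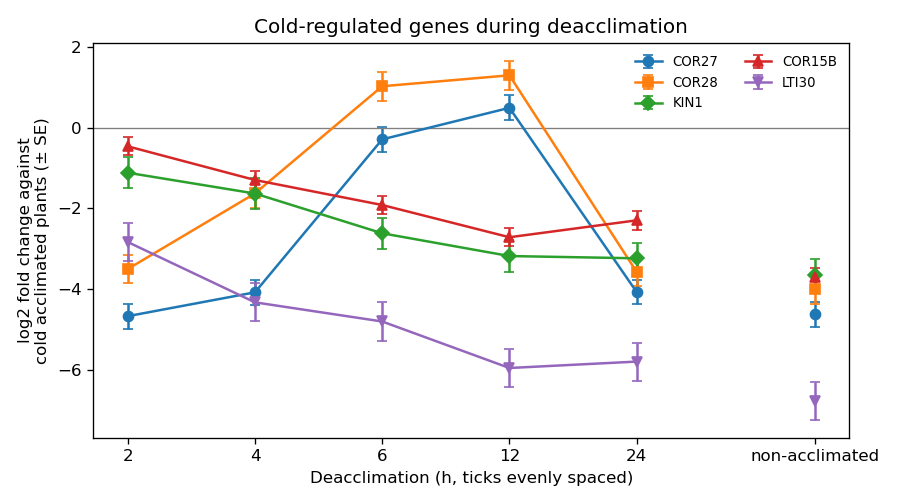
Log2 fold changes of COR27, COR28, KIN1, COR15B and LTI30 against cold acclimated plants, with standard errors (n = 3 per group).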

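AT2G41150 was higher at 2 h than in cold acclimated plants by 3.33 on the log2 scale and in NA plants by 2.26 (standard error 0.29, adjusted p = 1.57e-06 at 2 h from limma). PIF4 (AT2G43010), a growth-promoting factor of warmth and light responses, rose by 2.31 at 2 h and was higher by 1.85 in NA plants (standard error 0.18, adjusted p = 5.14e-07 at 2 h from limma). Of the 1335 probe sets higher in NA plants 444 rose at 2 h, 33.3%, against 18% on average (highest 29.1%) in unchanged groups simulated with the same controls and 2.88% for independent lists. With profiles exchanged only within a replicate number the average was 19.2% and the highest 38.9%, above the observed share. These simulated lists too were filled by rank, so they cannot tell how much of the overlap the shared controls account for.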

Among genes down-regulated during cold acclimation, 34% were significantly induced after 2 h of deacclimation. After 24 h of deacclimation, the overlap with genes differentially expressed in the opposite direction during cold acclimation had increased to 72%.

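COR28 (AT4G33980) was lower than in cold acclimated plants at 24 h and in NA plants, with log2 fold changes of -3.57 and -4.00 (standard error 0.36, adjusted p = 1.55e-06 at 24 h from limma). AT2G14247 was higher by 4.83 at 24 h and 4.64 in NA plants (standard error 0.46, adjusted p = 1.02e-06 at 24 h from limma), and AT5G05250 by 4.22 and 3.97 (standard error 0.26, adjusted p = 1.8e-08 at 24 h from limma). At 24 h, 933 of 1335 probe sets higher in NA plants had risen (69.9%) and 847 of 1139 lower in NA plants had fallen (74.4%). Simulated unchanged groups sharing the controls gave 23.0% (highest 46.3%) and 27.1% (highest 42.1%), or 27.2% (highest 46.1%) and 27.9% (highest 45.0%) with profiles exchanged only within a replicate number, and independent lists would give 4.15% and 4.37%. A share of this excess may still stem from the 3 controls, which enter both sides.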

### Functional analysis of genes responsive to deacclimation

Overrepresentation analysis was used to identify functional classes that contained a significantly higher or lower number of genes with significantly changed expression than could be expected by chance (Fig. 3). A complete overview of the respective bins and sub-bins is given in Additional file 6. This analysis revealed physiological processes that are predominantly regulated at the level of gene expression when cold acclimated plants are subjected to warm temperatures. Among up-regulated genes hormone metabolism was overrepresented at all time points, including processes related to auxin, ethylene, gibberellin, jasmonate and brassinosteroid metabolism. 

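ACO3 (AT1G12010), an enzyme of ethylene synthesis, rose by 1.64 on the log2 scale at 4 h relative to cold acclimated plants (standard error 0.25, adjusted p = 0.000168 from limma). The gibberellin receptor gene GID1C (AT5G27320) rose by 1.19 at 6 h (standard error 0.21) and the auxin-responsive gene IAA29 by 2.69 at 4 h. By list, 1 of 8 AUX/IAA genes rose at 4 h (1 adjusted over the list alone, adjusted p = 0.968, Fisher's exact test), 1 of 10 auxin metabolism genes (1 alone, adjusted p = 1), 1 of 3 gibberellin signalling genes (1 alone, adjusted p = 0.473) and the 1 measured ethylene synthesis gene (1 alone, adjusted p = 0.288). Of 2 jasmonate synthesis genes, 1 was down at 4 h, 6 h and 12 h (1 alone, adjusted p = 0.344 at 4 h) and 1 rose at 24 h (1 alone, adjusted p = 0.456). Genes of gibberellin metabolism, brassinosteroid synthesis and jasmonate signalling have no member named in the platform table, so these 3 lists were not tested.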

The overrepresentation of brassinosteroid metabolism was only apparent at lower bin level (Additional file 6). 

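ACX3 (AT1G06290), an acyl-CoA oxidase of beta-oxidation, rose by 1.21 on the log2 scale at 4 h and 1.14 at 6 h (standard error 0.13, adjusted p = 7.27e-06 at 4 h from limma). SDP1 (AT5G04040), a triacylglycerol lipase chosen after its values were seen, had a log2 fold change of 0.76 at 6 h (standard error 0.14). Among 3 beta-oxidation genes named in the platform table, 0 passed both limma thresholds at any time, with 1, 2, 2 and 2 at an unadjusted p under 0.05 from 2 h to 12 h and none at 24 h. A fry test of whether the 3 genes move together upward gave adjusted p = 0.000871 at 2 h, 5.07e-05 at 4 h, 3.21e-06 at 6 h and 0.000406 at 12 h. That test does not compare a list with other genes. Over all 31329 probe sets 9747, 10297, 11577 and 12377 had an unadjusted p under 0.05 from 2 h to 12 h.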

Genes associated with lipid degradation and abiotic stress were over-represented among genes up-regulated at early time points up to 12 h of deacclimation. The enrichment of the abiotic stress bin was predominantly due to an overrepresentation of heat stress related genes, while the subgroups of the lipid metabolism bin that were overrepresented among up-regulated genes were mainly those involved in fatty acid synthesis and elongation, synthesis of steroids/squalene, and degradation by lipases, lysophospholipases and beta-oxidation.

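The small heat shock protein gene HSP17.8 (AT1G07400) rose by 3.08 on the log2 scale at 2 h (standard error 0.43, adjusted p = 0.000131 from limma) and HSP15.7 (AT5G37670) by 2.35 at 4 h (standard error 0.33, adjusted p = 8.81e-05 from limma). Of 11 measured heat shock protein genes, 7 rose at 2 h (7 adjusted over the list alone, adjusted p = 1.6e-07, Fisher's exact test, adjusted p = 0.0788 with an estimated correlation) and 7 at 4 h (7 alone, adjusted p = 2.08e-07, adjusted p = 0.0963 with an estimated correlation). The number was 5 at 6 h (5 alone, adjusted p = 0.000678, adjusted p = 0.396 with an estimated correlation) and 5 at 12 h (6 alone, adjusted p = 0.000889, adjusted p = 0.33 with an estimated correlation). Without the fold threshold the Fisher test gave adjusted p = 0.126 at 6 h and at 12 h. Genes of fatty acid elongation have no member named in the platform table, so that list was not tested.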

**Fig. 3:**
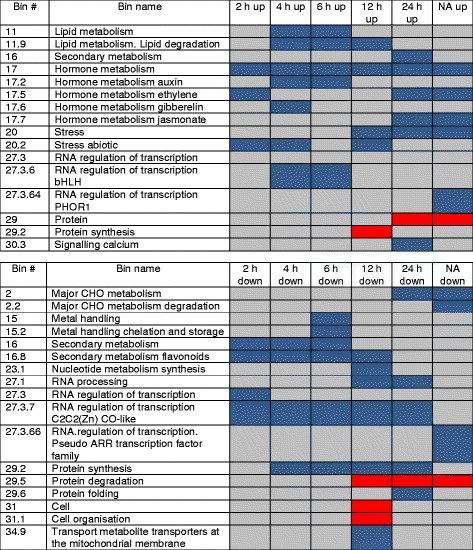
Overrepresentation analysis of genes significantly changed in expression during deacclimation and in non-acclimated (NA) relative to cold acclimated plants. Genes were grouped in MapMan bins and overrepresentation was determined for genes showing either significant up-regulation (top) or down-regulation (bottom) of expression during deacclimation. Blue color indicates significant enrichment of up- or down-regulated genes, red indicates significant depletion. Except for the bin RNA regulation of transcription only the two highest MapMan bin levels are shown. Significant bins at all levels can be found in Additional file 6

Among down-regulated genes, the functional classes of secondary metabolism and protein synthesis showed overrepresentation at 2 h to 12 h and 4 h to 24 h of deacclimation, respectively. 

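The flavonoid genes UGT78D2 (AT5G17050), a flavonol glucosyltransferase, and DFR (AT5G42800), dihydroflavonol reductase, fell by 2.16 and 2.94 on the log2 scale at 6 h relative to cold acclimated plants (standard errors 0.16 and 0.55, adjusted p = 7.5e-08 and 0.000714 from limma). NUC1 (AT1G48920), a nucleolin, fell by 1.19 at 12 h (standard error 0.10, adjusted p = 2.4e-07 from limma). Of 9 measured flavonoid genes, 6 fell at 2 h (6 adjusted over the list alone, adjusted p = 1.8e-08, Fisher's exact test, adjusted p = 0.0737 with an estimated correlation), 6 at 4 h (7 alone, adjusted p = 4.42e-07, adjusted p = 0.0737 with an estimated correlation), 9 at 6 h (9 alone, adjusted p = 2.45e-12, adjusted p = 0.0737 with an estimated correlation) and 8 at 12 h (8 alone, adjusted p = 3.04e-09, adjusted p = 0.0788 with an estimated correlation). Of 20 measured ribosome biogenesis genes, 6 fell at 4 h (6 alone, adjusted p = 0.000107, adjusted p = 0.0737 with an estimated correlation), 10 at 6 h (10 alone, adjusted p = 4.5e-09, adjusted p = 0.0737 with an estimated correlation) and 16 at 12 h (16 alone, adjusted p = 6.06e-17, adjusted p = 0.0737 with an estimated correlation).

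**Figure D2:**
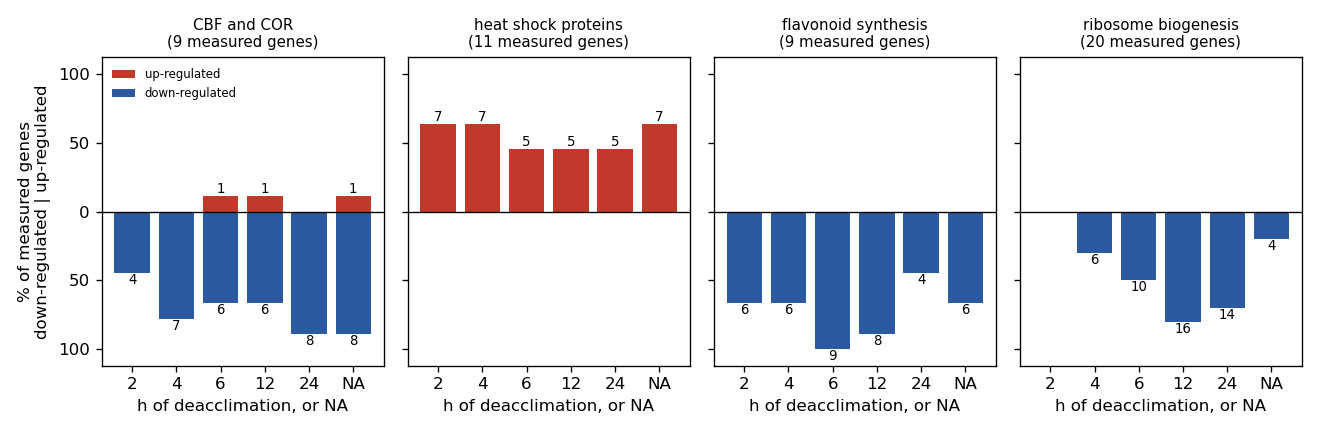
Percent of measured genes of 4 lists past both thresholds in each direction, with the number of genes on each bar (3 arrays per group).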

The corresponding secondary metabolism genes were associated with glucosinolate and flavonoid metabolism, while the protein synthesis genes were all connected to ribosome biogenesis. 

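CYP79F1 (AT1G16410) and CYP79F2 (AT1G16400), cytochrome P450 enzymes of aliphatic glucosinolate synthesis, fell by 1.76 and 1.42 on the log2 scale at 12 h relative to cold acclimated plants (standard errors 0.39 and 0.30, adjusted p = 0.00211 and 0.00161 from limma). The 2 glucosinolate genes named in the platform table, UGT74B1 and UGT74C1, gave 0 past both limma thresholds at every time, with 2, 2, 1, 2 and 2 at an unadjusted p under 0.05 from 2 h to 24 h. A fry test of whether they move together gave an upward direction at each time, with adjusted p = 0.0292, 0.0152, 0.256, 0.00757 and 0.000773. It does not compare these genes with others, and at 12 h 12377 of all 31329 probe sets had an unadjusted p under 0.05. With names from Additional file 2, which covers only transcripts the authors called, 2 of 5 were down at 6 h and at 12 h and 0 up.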

Genes associated with nucleotide metabolism, major carbohydrate (CHO) metabolism, protein folding and RNA processing were overrepresented during the latest time points, indicating that these processes were only slowly down-regulated during deacclimation. 

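DPE2 (AT2G40840), a glucanotransferase of starch breakdown, fell by 1.41 on the log2 scale at 24 h relative to cold acclimated plants (standard error 0.16, adjusted p = 4.39e-06 from limma). SBE2.1 (AT2G36390), a starch branching enzyme, fell by 1.15 (standard error 0.14, adjusted p = 8e-06 from limma). Neither is named in the platform table. Of the 5 starch genes that are, 0 passed both limma thresholds from 2 h to 24 h, while 4 had an unadjusted p under 0.05 at 24 h and a fry test gave adjusted p = 7.71e-05 for a shared decrease. Over all 31329 probe sets 12117 had an unadjusted p under 0.05 at 24 h, and fry does not compare a list with other genes. Lists for nucleotide metabolism, protein folding and RNA processing were not analysed here.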

Interestingly, protein degradation was under-represented among down-regulated genes after 12 h and 24 h of deacclimation.

To a large extent the same functional classes were significantly enriched in up-regulated genes in non-acclimated plants and in plants deacclimated for 24 h. However, they differed with respect to functional classes with an overrepresentation of down-regulated genes, in particular protein synthesis and sub-bins of the class major CHO metabolism, indicating that these processes were either not fully reversed within 24 h or that they may be specific to deacclimation.

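SPS4F (AT4G10120), a sucrose phosphate synthase, rose by 1.15 on the log2 scale at 24 h relative to cold acclimated plants (standard error 0.20, adjusted p = 0.000312 from limma). Both measured genes of the sucrose and raffinose list, SPS4F and VI1, were up at 24 h (2 adjusted over the list alone, adjusted p = 0.0213, Fisher's exact test, adjusted p = 0.0737 with an estimated correlation) and in NA plants (2 alone, adjusted p = 0.0237, adjusted p = 0.0737 with an estimated correlation). With names from Additional file 2, a selected set, 3 of 4 were up and 1 down in both: GOLS2 (AT1G56600), a galactinol synthase, was higher by 1.96 at 24 h and 1.90 in NA plants (standard error 0.26), while GOLS3, of the same family, fell by 5.31 at 24 h and was lower by 4.94 in NA plants (standard error 0.29). Of 11 heat shock protein genes, 5 were up at 24 h (5 alone, adjusted p = 0.000678, adjusted p = 0.277 with an estimated correlation) and 7 in NA plants (7 alone, adjusted p = 2.14e-06, adjusted p = 0.154 with an estimated correlation). Fisher tests without the fold threshold gave adjusted p = 0.0855 for heat shock proteins at 24 h and 0.126 for the sucrose and raffinose list at 24 h and in NA plants.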

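The ribosome biogenesis gene BRIX1-2 (AT1G52930) fell by 1.82 on the log2 scale at 24 h relative to cold acclimated plants (standard error 0.10, adjusted p = 7.71e-09 from limma). In NA plants it was lower by less, at -1.28, and the direct difference between 24 h and NA plants was -0.54 (adjusted p = 0.0843 from limma). Of 20 ribosome biogenesis genes, 14 fell at 24 h (14 adjusted over the list alone, adjusted p = 8.27e-14, Fisher's exact test, adjusted p = 0.0737 with an estimated correlation) and 4 were lower in NA plants (4 alone, adjusted p = 0.0554). Compared directly between 24 h and NA plants, 0 of the 20 passed both limma thresholds, 15 had an unadjusted p under 0.05, and the median log2 fold change was -0.36.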

### Primary metabolism during deacclimation

The transcriptomic analysis was complemented with an analysis of primary metabolites, such as sugars, amino acids and organic acids as these have been extensively studied in relation to cold acclimation [2, 3]. A total of 130 metabolites showed significantly changed pool sizes during deacclimation or between cold acclimated and non-acclimated plants. Hierarchical clustering (Fig. 4) revealed, in accordance with the PCA (Fig. 1c), that samples from plants after 2 h and 4 h of deacclimation clustered closest together. Further, samples from cold acclimated plants and also from plants deacclimated for up to 6 h were separated from non-acclimated plants and from plants deacclimated for 12 h and 24 h.

**Fig. 4:**
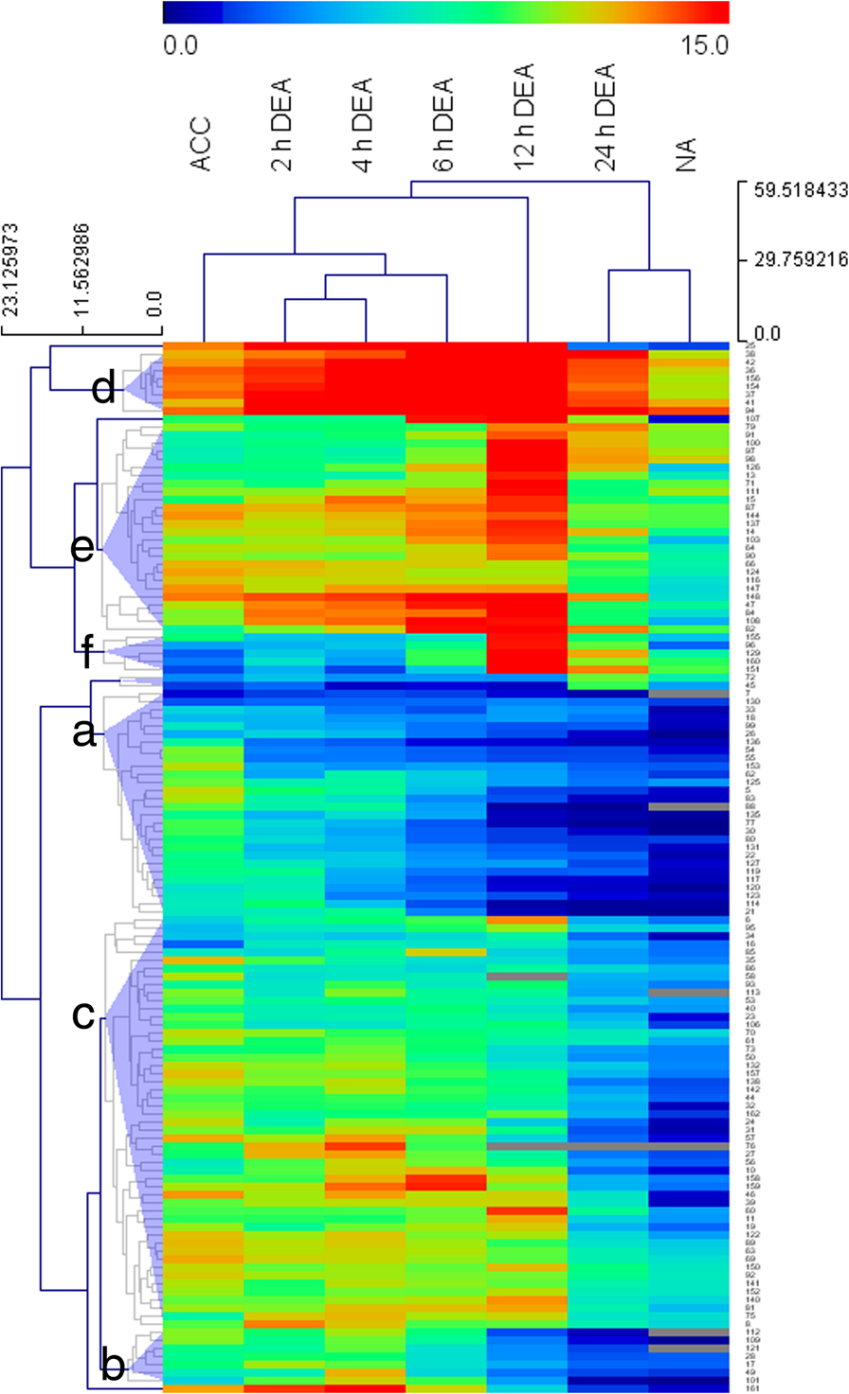
Global overview of the dynamic changes in primary metabolite pool sizes during deacclimation of *Arabidopsis thaliana*. Plants were non-acclimated (NA) or cold acclimated at 4 °C for 3 d (ACC). Cold acclimated plants were then deacclimated (DEA) at 20 °C for 2 h, 4 h, 6 h, 12 h and 24 h. The metabolic profiles were statistically analyzed using a one-way ANOVA at FDR *P* < 0.05 by comparing all conditions against each other. Metabolites that showed significant changes between treatments were clustered using Euclidian distance and average linkage. Lists with the names of all metabolites in the different clusters indicated by the letters a to f can be found in Additional file 7. The numbers on the right side of the heat map refer to the numbering of the metabolites in Additional file 3

In addition, the clustering revealed six major patterns of metabolic responses (Fig. 4, Additional file 7): (a) Metabolites that showed an early decrease in abundance during deacclimation, including six amino acids, and sugars and sugar-phosphates implicated in cold acclimation (Glc, Fru, Raf, Glc-6-P, Fru-6-P); (b) metabolites with an intermediate decrease pattern with the highest amounts in cold acclimated plants and during the early phase of deacclimation (2 h – 4 h) and gradually decreasing amounts between 6 h and 24 h; (c) metabolites with little variation in pool size between cold acclimated plants and plants deacclimated for 2 h to 12 h, but strongly reduced content after 24 h and in non-acclimated plants. This was the largest cluster, containing 51 compounds dominated by acids, amino acids, unknown compounds, N-compounds, phosphates and sugars. The other three clusters (d, e, f) showed a transient increase in metabolite abundance after 12 h of deacclimation. (d) Metabolites present in relatively high amounts under all conditions. This group included three fatty acids, two N-compounds and three unknown compounds. (e) Metabolites highly abundant at intermediate time points. These included primarily unknown compounds and cell wall-related sugars such as arabinose, psicose, xylose and galactose. (f) Metabolites found in relatively low amounts in all treatments except after 12 h of deacclimation (five unknown compounds). In addition, four small clusters were identified, containing one to three metabolites with distinct accumulation patterns, including glycine, panthenol and glycerol.

### Influence of diurnal regulation on TF gene expression and metabolite abundance during deacclimation

In *Arabidopsis*, cold (4 °C) has massive effects on the expression of diurnally regulated genes, which partly extends to the regulation of primary metabolism [25, 38]. Under diurnal conditions cold reduces the amplitude of cycles of clock components and dampens or disrupts the cycles of output genes. It is unknown, however, how fast clock oscillator components and output genes increase their expression amplitudes upon transfer to warm conditions. Hence, we considered overlap of TFs and metabolites known to be diurnally regulated with TFs and metabolites transiently regulated during deacclimation.

Of the 476 TF genes whose relative expression differed significantly between at least two treatments, 204 were merely differentially expressed between cold-acclimated and non-acclimated plants and/or plants deacclimated for 24 h, indicating no diurnal oscillations. Using manual inspection and pair-wise t-tests between cold acclimated samples and samples deacclimated for up to 24 h, the remaining 272 differentially expressed TF genes were divided into two groups; one of 186 genes that predominantly decreased or increased in expression or showed no clear change over time and one of 86 genes that were transiently up- or down-regulated. For 49 of these genes, regulation was significant at *P* < 0.05 without FDR correction, while 37 genes remained with the more stringent FDR corrected *P* < 0.05 (Additional file 8). In the hierarchical cluster analysis (Fig. 2) 64 of these 86 genes belonged to clusters (a), (b) and (c), which included transiently increasing genes. Hence, all genes in cluster (a), 12 of the 18 genes in cluster (c) and 45 of the 83 genes in cluster (b) were transiently regulated during deacclimation. Twelve genes belonged to clusters (e) and (f), showing a transient decrease. The remaining ten genes belonged to small clusters containing only a few genes with distinct expression patterns. Interestingly, *CCA1* and *LHY1*, encoding central components of the circadian clock were included in these small clusters. Thirty-seven of the transiently regulated TF genes (without FDR correction) are diurnally regulated under warm, long-day (16 h) ([38]; 31 genes) and/or warm, short-day (12 h) ([39]; 6 additional genes) conditions, while another 35 transiently regulated TF genes did not cycle under warm conditions [38, 39]. These genes are labeled in Additional file 8.

Thirty-four metabolites were identified as transiently regulated in the same way as transiently regulated TF genes (Additional file 9). In the cluster analysis, these metabolites were contained in clusters (d), (e), (f) and, to a lesser extent, (c). Clusters (d), (e) and (f) were all characterized by metabolites showing a transient increase in pool size after 12 h of deacclimation. Only two of these metabolites showed diurnal oscillations under warm conditions [38]. In contrast, 15 metabolites previously shown to be diurnally regulated generally decreased in abundance during 24 h of deacclimation, while three metabolites, which did not exhibit diurnal oscillations under warm, long-day conditions, transiently increased in pool size during deacclimation.

## Discussion

### Deacclimation is in part a reversal of cold acclimation

Collectively, our data indicate a temporally regulated response of cold acclimated *Arabidopsis* plants to warm temperatures. With respect to the temporal coordination of responses at different molecular levels, transcriptional responses underlying deacclimation appear faster than metabolic responses. 

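Early in deacclimation some genes lay far from their level in NA plants. IAA29 was higher at 6 h than in NA plants by 5.32 on the log2 scale (adjusted p = 1.56e-05 from limma), and COR28 at 12 h by 5.30 (adjusted p = 3.15e-08 from limma). The clock gene LHY (AT1G01060) differed by -6.27 at 6 h and by -0.01 at 24 h (standard error 0.20, adjusted p = 9.84e-12 and 0.995 from limma). In limma comparisons added after the data were seen, 1409 probe sets differed from NA plants at 2 h, 1591 at 4 h, 2060 at 6 h and 1440 at 12 h. The hour of each harvest is not given, so time of day cannot be told apart from hours of deacclimation in these differences, LHY included. Across probe sets, the correlation of the change since cold acclimation with that of NA plants was 0.611, 0.592, 0.535, 0.648 and 0.892 from 2 h to 24 h. Simulated unchanged groups sharing the controls gave 0.490, 0.510, 0.455, 0.446 and 0.485 on average. With profiles exchanged only within a replicate number they gave 0.471, 0.547, 0.486, 0.493 and 0.507. The observed covariances were 0.190, 0.198, 0.199, 0.256 and 0.341. Less the covariance of the groups simulated over all arrays, they were 0.160, 0.167, 0.172, 0.229 and 0.310, and probe sets are not independent replicates.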

Among transcriptional responses, the global composition of the transcriptome approximated that of non-acclimated plants after 24 h of deacclimation, while for the TF genes transcript composition was virtually identical at these time points.

Transfer of cold acclimated *Arabidopsis* to warm conditions lead to massive changes in global transcript levels, suggesting that ca. 8% of the *Arabidopsis* genome is differentially expressed during deacclimation. 

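AT1G07050, a gene with a CCT motif, rose by 4.19 on the log2 scale at 12 h (standard error 0.27, adjusted p = 1.48e-08 from limma) and stood at -0.80 at 24 h relative to cold acclimated plants. Fes1B (AT3G53800), a partner of Hsp70, rose by 3.73 at 6 h and stood at -0.13 at 24 h (standard error 0.22, adjusted p = 8.43e-09 at 6 h from limma). DYL1 (AT1G28330), a dormancy-associated gene, rose by 3.83 at 6 h and stood at 0.19 at 24 h (standard error 0.38, adjusted p = 2.14e-06 at 6 h from limma). At 1 or more of the 5 times 4814 probe sets were changed, 15.4% of the 31329, while single times ranged from 4.48% at 2 h to 9.17% at 12 h. Counted by gene, 2412 of 16505 named genes (14.6%) were changed at some time. Called at some time from 2 h to 12 h but neither at 24 h nor in NA plants in that direction were 1075 probe sets up and 930 down. Time of day at harvest cannot be told apart from hours of deacclimation in these changes.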

The numbers of significantly regulated genes following 12 h and 24 h of deacclimation were close to the 2588 regulated genes detected over time during cold acclimation [23], but a different microarray and no fold-change cut-off was applied in the earlier study, making a direct comparison difficult. The majority of genes significantly induced or repressed during deacclimation overlapped with genes differentially expressed in the opposite direction when comparing transcript levels in non-acclimated and cold acclimated plants, in agreement with previous reports [14, 20]. 

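AT1G02460 was lower than in cold acclimated plants at 2 h and in NA plants, with log2 fold changes of -3.28 and -3.79 (standard error 0.52, adjusted p = 0.000344 at 2 h from limma). The peroxidase gene AT4G33420 was higher by 3.18 at 2 h and 3.77 in NA plants (standard error 0.41, adjusted p = 5.85e-05 at 2 h from limma). Among probe sets up at the 5 times, in order, 49.2%, 46.2%, 38.6%, 43.2% and 71.8% were also higher in NA plants. Among those down, 48.0%, 46.0%, 36.6%, 39.5% and 61.8% were also lower. At 6 h this is 504 probe sets up and 408 down, where independent lists would share 55.7 and 40.6, and simulated unchanged groups shared on average 21.4% and 22.4% of the NA lists and at most 38.4% and 39.8%, above the observed 37.8% and 35.8%. With profiles exchanged only within a replicate number the averages at 6 h were 27.0% and 24.9% and the highest 53.4% and 42.8%. At 12 h the observed 44.7% and 51.6% lay above the highest of the first simulations, 36.0% and 44.2%. So did the 69.9% and 74.4% at 24 h, against 46.3% and 42.1%. The simulated lists were filled by rank, so they cannot tell how much of the overlap the shared controls account for. The paper reads deacclimation as in part a reversal of cold acclimation.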

Reversal of cold acclimation during deacclimation is also apparent at the level of global functional analysis. Functional groups with a significant overrepresentation among up-regulated genes during deacclimation and among down-regulated genes during cold acclimation included stress regulated genes and hormone metabolism, while major CHO metabolism behaved in the opposite way.

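The disaggregase gene HSP101 (AT1G74310) was higher at 24 h than in cold acclimated plants by 1.60 on the log2 scale and in NA plants by 1.79 (standard error 0.27, adjusted p = 0.000219 at 24 h from limma). HOP3 was higher by 3.16 in NA plants. The starch enzyme DPE2 was lower in NA plants, at -1.73 (adjusted p = 7.92e-07 from limma). Of 5 measured starch genes, 2, DPE1 and PWD, were lower in NA plants (2 adjusted over the list alone, adjusted p = 0.127, Fisher's exact test). A fry test, which does not compare them with other genes, gave adjusted p = 2.24e-06.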

All three cold induced *CBF* genes showed a decrease in expression within the first two hours of deacclimation followed by a transient increase, reaching expression levels comparable to the expression in non-acclimated plants after 24 h. Despite similar expression patterns over time, *CBF2* showed greater changes in expression than *CBF1* and *CBF3* and the effect of deacclimation duration on expression in the ANOVA analysis was only significant for *CBF2.* This may suggest that CBF2 has a different function in deacclimation than CBF1 and CBF3 in agreement with a different regulation of *CBF*2 compared to *CBF1* and *CBF3* during cold acclimation [40] and the recent suggestion from mutational studies that CBF2 is more important for acclimated freezing tolerance than CBF1 and CBF3 [41].

### Metabolic regulation during deacclimation

Similar to cold acclimation, deacclimation is also associated with many metabolic changes. Decreasing pool sizes of Glc, Fru and Raf early during deacclimation are in agreement with biochemical measurements of these solutes and sucrose after 24 h of deacclimation [17]. These three sugars together with galactinol and the unknown compound A196004 were also identified as important predictors of freezing tolerance in *Arabidopsis* [42] suggesting that their rapid decrease may be functionally related to the rapid loss of freezing tolerance observed after one day of deacclimation [17]. Through mass spectrometric analysis A196004 was tentatively identified as a small hexose conjugate [42]. Further work will be necessary for a definitive identification of this compound.

Our data suggest that sugars accumulated during cold acclimation were used as energy and carbon sources during deacclimation. Concomitant with reduced sugar content in deacclimating plants, the functional class of major CHO metabolism was significantly enriched in down-regulated genes, mostly encoding enzymes for starch and sucrose metabolism. 

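GBSS1 (AT1G32900), a granule-bound starch synthase, fell by 3.78 on the log2 scale at 12 h relative to cold acclimated plants (standard error 0.37, adjusted p = 9.89e-07 from limma) and stood at 0.64 at 24 h. AMY3 (AT1G69830), a chloroplast alpha-amylase, had a log2 fold change of -0.95 at 24 h, short of the fold threshold, and was lower in NA plants, at -1.35 (standard error 0.09, adjusted p = 5.55e-08 from limma). DPE1 (AT5G64860), a plastid glucanotransferase, gave -0.82 at 24 h and -1.37 in NA plants (standard error 0.13, adjusted p = 1.44e-06 in NA from limma).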

In the bin sucrose degradation, up-regulation of the vacuolar invertase gene *βfruct3* may suggest sucrose hydrolysis to fuel cell expansion due to resuming growth [43]. In addition, the pool sizes of all identified glycolytic intermediates except pyruvate (Glc, Glc-6-P, Fru-6-P, PEP) decreased during deacclimation, supporting the interpretation that carbon is withdrawn from these pools during deacclimation and thus indicating a link between changes in di- and trisaccharides and glycolytic intermediates.

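Transcripts of the vacuolar invertase gene βfruct3, given as VI1 (AT1G62660) in the platform table, rose by 1.46 on the log2 scale at 2 h, 1.79 at 6 h and 2.60 at 24 h relative to cold acclimated plants (standard error 0.17, adjusted p = 3.38e-08 at 24 h from limma).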

Most TCA cycle intermediates and amino acids accumulate in cold acclimating *Arabidopsis* [42, 44] and showed a decrease during deacclimation. The functional significance of a decrease in TCA cycle intermediates during deacclimation is unclear, but concomitantly decreasing pool sizes of glycolytic intermediates suggest a depletion of both TCA cycle and glycolytic intermediates that is likely due to increased respiratory energy production. This interpretation is in agreement with a transient up-regulation of the *HRA1* and *HRE2* TF genes that control hypoxia tolerance in plants [45]. *HRA1* functions in attenuating hypoxia responses in young tissues and meristematic regions by dampening low-oxygen responses under aerobic conditions in regions of the plant that are experiencing physiological hypoxia. Hence, transient up-regulation of these genes together with the described metabolic signature may be signs of high respiratory activity associated with growth resumption under deacclimating conditions. Oono et al. [20] also identified *HRA1* as up-regulated after 1 h and in particular 5 h of deacclimation. Resuming growth requires activation of protein biosynthesis and will cause enhanced amino acid consumption. Amino acid consumption may further enhance carbon depletion from glycolysis and TCA cycle intermediates for the biosynthesis of the pyruvate, the aspartate and the glutamate families of amino acids.

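At 12 h, BRIX1-2 (AT1G52930) fell by 2.15 on the log2 scale, RBL (AT3G55510) by 2.13 and NAT10 (AT1G10490) by 1.93 relative to cold acclimated plants, all 3 genes of ribosome assembly or rRNA processing (standard errors 0.10, 0.12 and 0.14, adjusted p = 1.01e-09, 5.03e-09 and 7.19e-08 from limma). RPL10A (AT1G14320), a ribosomal protein gene named from Additional file 2, fell by 1.86 (standard error 0.16, adjusted p = 2.58e-07 from limma). Of 4 ribosomal protein genes named in the platform table, 0 passed both limma thresholds at any time, with 2, 3, 4 and 4 at an unadjusted p under 0.05 from 4 h to 24 h. A fry test for a shared decrease of these 4 gave adjusted p = 0.0234, 0.00146, 4.5e-06 and 2.36e-06. It does not compare them with other genes. Over all 31329 probe sets 10297, 11577, 12377 and 12117 had an unadjusted p under 0.05 from 4 h to 24 h.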

Interestingly, the overrepresentation of protein synthesis-related genes among down-regulated transcripts was confined to genes associated with ribosome biogenesis, indicating that the cells economize on amino acids by preferentially using ribosomes already present in the cells, at least for the initial phase (24 h) of deacclimation. In *Hydrangea paniculata*, deacclimation is characterized by a distinct decrease in the abundance of predominantly stress- and defence-related proteins [46] and it can be assumed that the degradation of freezing tolerance-related proteins and a remobilization of the resulting amino acids for protein biosynthesis also takes place in *Arabidopsis*. Proline, arginine, glutamine and γ-amino butyric acid (GABA), which showed a late decrease during deacclimation, are members of the glutamate family of amino acids originating from α-ketoglutarate. Proline is a well-known cryoprotectant with compatible solute properties and consistent with our data, biochemical measurements showed strongly reduced pool size within 24 h of deacclimation [17]. The decrease in GABA content suggests that its potential role in signaling under stress conditions [47] is alleviated during deacclimation. This is in line with observations in wheat, where the content of GABA decreased significantly in cold acclimated plants recovering from freezing at −3 °C [48]. In cold acclimating *Arabidopsis* accumulation of branched-chain amino acids is thought to be part of a preemptive defense response against opportunistic attack by pathogens [44]. Transfer to warm conditions may diminish the need for such a defense response, as indicated by decreases in isoleucine and valine content during deacclimation. Similarly, decreasing contents of the aspartate-derived amino acids homoserine and threonine, which may provide increased plant pathogen resistance [49], may also reflect a reduced need for pathogen resistance.

Many of the changes in primary metabolite content during deacclimation were not globally reflected at the transcript level. Hence, the functional classes glycolysis, TCA/organic transformation and amino acid metabolism were not overrepresented among regulated genes, and although there were changes in the pool sizes of many carbohydrates already after a few hours of deacclimation, the functional group of major CHO metabolism was only overrepresented among down-regulated genes after 24 h. This implies that at least for some pathways decreases in metabolite levels are independent of transcript abundance. 

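SDH1-1 (AT5G66760), a succinate dehydrogenase subunit, had a log2 fold change of -0.60 at 24 h relative to cold acclimated plants (standard error 0.07), and OGDH2 (AT5G65750), a subunit of 2-oxoglutarate dehydrogenase, 0.79 at 6 h (standard error 0.11). Both genes were chosen after their values were seen. Of 6 measured TCA cycle genes, 0 passed both limma thresholds at any time, with 3 at an unadjusted p under 0.05 at 2 h, 5 at 4 h, 5 at 6 h, 6 at 12 h and 5 at 24 h. A fry test for a shared decrease of the 6 genes gave adjusted p = 0.00575 at 4 h, 4.5e-06 at 12 h and 3.1e-07 at 24 h. Over all 31329 probe sets 9747, 10297, 11577, 12377 and 12117 had an unadjusted p under 0.05 from 2 h to 24 h. The fry test does not compare a list with other genes, so it does not bear on overrepresentation. Glycolysis and amino acid metabolism were not analysed here.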

In cold acclimating plants post-transcriptional and post-translational regulation are key parts of metabolic adjustment [2]. The present study suggests that both levels of regulation play important roles also during deacclimation. In addition it should be noted that metabolite levels will not be directly influenced by reduced transcript abundance, but rather by a complex balance between the stability of enzymes that lead to metabolite accumulation and the activation/de-novo synthesis of degradation enzymes. Unfortunately, nothing is known about how a change in temperature as applied here for deacclimation affects the stability of the enzymes that are responsible for the observed changes in metabolite pool sizes.

Up-regulation of lipid metabolism may be related to increased carbon demand due to growth resumption and suggests remobilization of storage lipids that accumulate in the cold [50]. This could be traced at the metabolite level, where the contents of the three fatty acids palmitic, stearic and myristic acid increased transiently during deacclimation. 

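KCS12 (AT2G28630), a ketoacyl-CoA synthase of fatty acid elongation, rose by 1.75 on the log2 scale at 2 h and 2.57 at 6 h relative to cold acclimated plants (standard error 0.31, adjusted p = 1.05e-05 at 6 h from limma).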

Although not visible at the transcriptional level, modification of cell wall properties may also be involved in deacclimation, as the contents of five monosaccharides required for cell wall biosynthesis increased transiently during deacclimation (galactose, xylose, arabinose) or showed a late decrease (mannose, fucose).

Repression of transcripts associated with flavonoid metabolism during the first 12 h of deacclimation is in agreement with previous evidence for a role of flavonoid metabolism in *Arabidopsis* freezing tolerance [51–54]. 

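UGT78D3 (AT5G17030), a flavonol arabinosyltransferase, fell by 3.51 on the log2 scale at 6 h and fell by 2.94 at 12 h relative to cold acclimated plants (standard error 0.32, adjusted p = 8.98e-07 at 6 h from limma). CHIL (AT5G05270), a chalcone isomerase-like protein, fell by 2.53 at 6 h and stood at -0.24 at 24 h (standard error 0.19, adjusted p = 1.3e-07 at 6 h from limma). UGT79B1 (AT5G54060), an anthocyanin xylosyltransferase, fell by 2.60 at 6 h (standard error 0.45, adjusted p = 0.000373 from limma). Of 9 flavonoid genes, 4 were down at 24 h (4 adjusted over the list alone, adjusted p = 0.00323, Fisher's exact test, adjusted p = 0.277 with an estimated correlation) and 6 were lower in NA plants (6 alone, adjusted p = 2.93e-06, adjusted p = 0.179 with an estimated correlation).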

The functional role of secondary metabolites in plant freezing tolerance, however, is not clear.

### Heat stress responses during deacclimation

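HSP23.5 (AT5G51440), a small heat shock protein, rose by 3.87 on the log2 scale at 2 h and 2.88 at 12 h relative to cold acclimated plants (standard error 0.65, adjusted p = 0.00053 at 2 h from limma). ROF2 (AT5G48570), an FKBP-type peptidyl-prolyl isomerase, rose by 3.00 at 2 h and 2.19 at 12 h (standard error 0.36, adjusted p = 3.08e-05 at 2 h from limma). HSFA2 rose by 4.29 at 4 h and 3.58 at 24 h (adjusted p = 0.000108 at 4 h from limma). Heat shock factors have no member named in the platform table, so their list was not tested.

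**Figure D3:**
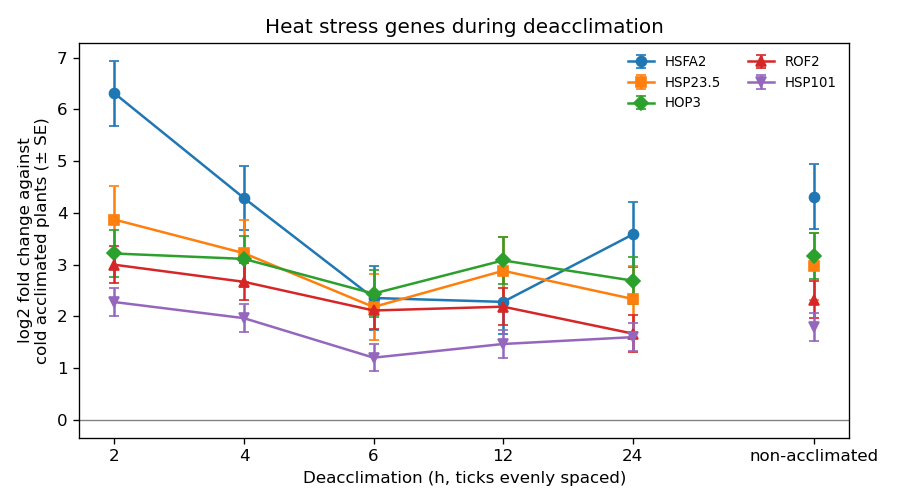
Log2 fold changes of HSFA2, HSP23.5, HOP3, ROF2 and HSP101 against cold acclimated plants, with standard errors (n = 3 per group).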

The heat stress bin was overrepresented among up-regulated genes after 2 h, 4 h and 12 h of deacclimation. Nine members of the HSF gene family were significantly regulated during deacclimation. HSFs play the major role in activating the transcription of heat-induced genes [55]. Although 20 °C is not normally a heat stress for *Arabidopsis*, the sudden up-shift in temperature by 16 °C was apparently perceived as heat stress by the plants. In addition, at least HSFA1 proteins play a role in tolerance to mild temperature increases, well below those associated with heat stress responses [56]. Knowledge about the specific roles of different HSFs is limited, but HSFA1E, which was repressed during deacclimation, is likely involved in osmotic stress tolerance and does not confer thermotolerance [56]. HSFA1A, HSFA1B and HSFA2 are activators of transcription crucial for thermotolerance in plants, while HSFB1 is a transcriptional repressor, negatively regulating the expression of other HSFs [56, 57]. HSFA3, which was up-regulated during deacclimation, mediates signalling by DREB2A, a dehydration- and cold-responsive TF [57]. Accordingly, *DREB2A* was significantly down-regulated after 24 h of deacclimation.

### The involvement of hormone metabolism in deacclimation

Hormone metabolism was the only functional group overrepresented among up-regulated genes at all time points, indicating the relevance of altered hormonal regulation during deacclimation. Significant enrichment of genes related to the metabolism of auxin, gibberellin (GA) and brassinosteroids (BR) among up-regulated genes is likely related to growth resumption in response to warm temperatures, while cold results in an overrepresentation of auxin-induced and BR-responsive genes among down-regulated genes [23, 51] and a reduced level of bioactive GA [58].

Several lines of evidence point to an important role of auxin in deacclimation. The Aux/IAA genes are key regulators of auxin-modulated gene expression that are themselves auxin inducible [59]. The expression of *IAA5*, *IAA19* and *IAA29* increased transiently during deacclimation. A major hub in the ambient temperature signaling network is the basic helix-loop-helix (bHLH) TF PIF4. At high temperature, the PIF4 protein binds to the promoters of auxin biosynthesis and response genes promoting auxin biosynthesis and growth [60]. In accordance with a role of PIF4 in acclimation to high temperature a moderate increase in growth temperature results in a fast and transient peak in *PIF4* expression [61]. During deacclimation, *PIF4* showed a similar expression pattern, suggesting that PIF4 may also be involved in the regulation of auxin metabolism under these conditions. *PIF4* has previously been reported to be up-regulated following 1 h and 5 h of deacclimation [20]. *IAA19* and *IAA29*, which were among the transiently up-regulated Aux/IAA genes, are both directly activated by PIF4 [62]. Also, the *SAUR* genes 19, 20, 21, 22, 23 and 24 were significantly up-regulated at 4 h and 6 h of deacclimation. *SAUR19–24* are likely all PIF4 target genes which promote hypocotyl elongation [63]. Despite the indications of PIF4 function in auxin mediated growth resumption upon transfer of cold acclimated plants to warm temperatures, our gene expression analysis only provides limited evidence that auxin concentrations are controlled at the transcriptional level. The only relevant changes in gene expression were an up-regulation of *YDR1/GH3.2*, *GH3.3* and *ILL6* after 4 h and/or 6 h of deacclimation. 

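GH3.3 (AT2G23170), which joins auxin to amino acids, rose by 2.23 on the log2 scale at 4 h and 1.80 at 6 h relative to cold acclimated plants (standard error 0.39, adjusted p = 0.000542 at 4 h from limma), and stood at -0.03 at 12 h. ILL6 (AT1G44350), a hydrolase of auxin and jasmonate conjugates, rose by 1.97 at 4 h and 2.45 at 6 h (standard error 0.31, adjusted p = 1.85e-05 at 6 h from limma). GH3.2 was not analysed here.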

YDR1/GH3.2 and GH3.3 belong to the same clade of group II GH3 proteins that conjugate IAA to amino acids in vitro and are therefore predicted to decrease endogenous IAA levels, while ILL6 can release IAA from conjugates [64].

Four genes encoding GA biosynthesis enzymes were significantly up-regulated during deacclimation. 

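GA3OX2 (AT1G80340), a gibberellin 3-oxidase, rose by 1.33 on the log2 scale at 12 h and 1.82 at 24 h relative to cold acclimated plants (standard error 0.22, adjusted p = 9.65e-06 at 24 h from limma). The related GA3OX1 (AT1G15550) stood at 0.62 at 24 h (standard error 0.42). GA2OX1 (AT1G78440), a 2-oxidase that inactivates gibberellins, rose by 1.81 at 24 h (standard error 0.28, adjusted p = 0.0001 from limma).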

GA20ox and GA3ox control oxidation steps in the production of growth-active GAs [65], suggesting that the return to an unstressed phenotype involves an increase in bioactive GAs. GAs stimulate growth by activating the degradation of DELLA proteins which repress growth. The *Arabidopsis* genome harbours five DELLA genes: *GAI*, *RGA*, *RGL1*, *RGL2* and *RGL3* [66] and *GAI*, *RGL1 and RGL2* were significantly regulated during deacclimation. Up-regulation of *GAI* during deacclimation has been reported previously [20]. GAI and RGL1 and 2 are involved in controlling cell expansion, cell division and floral development [66], indicating tight developmental control in deacclimating plants. GA metabolism is also linked to PIF4-dependent elongation growth. Hence, DELLA proteins restrain PIF4-dependent growth by sequestering PIF4. GA-mediated proteasomal degradation of DELLA proteins releases this constraint on PIF4, thereby stimulating growth [61].

The significant overrepresentation of BR metabolism among up-regulated genes was due to six genes encoding enzymes of the BR biosynthetic pathway that were transiently induced, including *DET2*, *BAS1*, *SQE2*, *SQE5* and *SQE6*. 

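BAS1 (AT2G26710), a cytochrome P450 that inactivates brassinosteroids, rose by 2.39 on the log2 scale at 6 h relative to cold acclimated plants (standard error 0.39, adjusted p = 0.000186 from limma) and stood at 0.69 at 24 h. SQE2 (AT2G22830), a squalene epoxidase, rose by 1.37 at 4 h (standard error 0.22, adjusted p = 0.000269 from limma) and stood at -0.23 at 24 h. DET2, SQE5 and SQE6 were not analysed here.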

*SQE2*, *SQE5* and *SQE6* are down-regulated during cold acclimation [23]. *DET2* encodes a reductase in the brassinolide biosynthetic pathway, while BAS1 is a brassinosteroid-inactivating enzyme [67].

JA regulates a wide spectrum of plant processes, such as growth and development, as well as stress defence. Both the JA-related TFs *JAM1* and *JAS1* and the biosynthesis genes *LOX1*, *AOC* and *OPR3* [68] were significantly up-regulated in plants during deacclimation. This indicates that deacclimation is associated with increased endogenous JA levels and altered response regulation as *JAM1* is a negative regulator of JA responses [69] and *JAZ10* encodes a JASMONATE ZIM-DOMAIN (JAZ) protein. 

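The lipoxygenase gene LOX1 (AT1G55020) rose by 1.22 on the log2 scale at 2 h relative to cold acclimated plants (standard error 0.16, adjusted p = 9.06e-05 from limma). OPR3 (AT2G06050), an oxophytodienoate reductase of jasmonate synthesis, rose by 1.61 at 2 h and 1.73 at 12 h (standard error 0.24, adjusted p = 3.34e-05 at 12 h from limma). JAM1, JAS1 and AOC were not analysed here.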

JAZ proteins act as transcriptional repressors of JA-responsive genes [68].

ACC synthase and ACC oxidase are the rate-limiting enzymes in ethylene biosynthesis and transcriptional regulation of *ACS* and *ACO* genes is a pivotal mechanism controlling this process [70]. 

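Transcripts of ACO1 (AT2G19590), an ACC oxidase, rose by 1.55 on the log2 scale at 2 h and 1.61 at 4 h relative to cold acclimated plants (standard error 0.38, adjusted p = 0.00871 at 2 h from limma). ACO5 (AT1G77330), another ACC oxidase, fell by 1.37 at 12 h (standard error 0.25, adjusted p = 0.000372 from limma). The ACC synthase genes ACS1, ACS6, ACS8 and ACS11 were not analysed here.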

Up-regulation of *ACO1* and two or three *ACS* genes after 2 h (*ACS8*, *ACS11*) and 24 h (*ACS1*, *ACS6*, *ASC11*) of deacclimation indicate that ethylene may have a significant role in controlling responses to increased temperature.

### Regulation of morphogenesis during deacclimation

It should be mentioned that, while we saw clear evidence for a transition to growth and development at the transcript and metabolite levels, there were no phenotypic changes visible in the plants during this short deacclimation period of 24 h. However, several families of TF genes that were up-regulated during deacclimation have members controlling fundamental aspects of plant development, such as the CONSTANS (CO)-like and the Squamosa promoter binding-like families whose members control photoperiodic regulation of flowering and are also involved in branching and determining leaf initiation rate [71]. Similarly, members of the zf-HD, HB and AS2 Lateral Organ Boundaries families are predominantly associated with plant developmental regulation such as defining organ boundaries and floral development [71–73], including *BBX27* and *LBD41* which were transiently up-regulated during deacclimation and are involved in controlling growth and other developmental processes [71, 74]. The bHLH family was significantly overrepresented among up-regulated TF genes after 24 h of deacclimation. The bHLH members so far characterized, including *PIF4* discussed above, function in regulation of fruit dehiscence, carpel, anther and epidermal cell development, phytochrome signaling, flavonoid biosynthesis, hormone signaling and stress responses [75]. These findings emphasize that loss of freezing tolerance and growth resumption are interrelated processes that are both transcriptionally highly regulated.

Many genes in clusters (a), (b) and (c) of the hierarchical cluster analysis of expression changes of significantly regulated TF genes are of particular interest as regulators of deacclimation because they are transiently up-regulated. Except for *PIF4* whose transcription is controlled by the circadian clock [61] and *BBX27*, which is diurnally regulated under warm, short-day conditions [39], the genes in cluster (a) have not been described as diurnally regulated, indicating that their transient accumulation pattern was indeed a deacclimation response. However, even for *PIF4* we observed a fast transient increase in expression in the morning upon transfer to warm conditions. This expression pattern does not fit the diurnal expression pattern of *PIF4*, which is lowest at midnight, increases towards dawn and peaks at midday [61], indicating that also *PIF4* expression is strongly influenced by deacclimation. Other TF genes transiently induced during deacclimation but not regulated by the clock include *PIL1–2* that belongs to the same small PIF/PIL subfamily of bHLH TFs as *PIF4*. PIFs/PILs have diverse functions in light-mediated plant development, with PIL1 having photomorphogenesis-related functions [76]. Members of the bHLH family in this cluster also included *FBH1*, *FBH3* and *HEC1*, which are all regulators of growth and developmental processes. FBH1 and FBH3 positively regulate *CONSTANS* transcription for photoperiodic flowering [77]. Interestingly, FBH1 is a transcriptional modulator of ambient temperature signaling and clock responses in *Arabidopsis* by regulating *CCA1* expression [78]. HEC1 contributes to shoot apical meristem function by promoting stem cell proliferation [79]. Clusters (b) and (c) also included several members of other TF families linked to growth and development, such as *ATH1* [80], *WLIM2A* [81], *TCP7* [82], *NF-YB3* and *NF-YC4* [83].

### Regulation of the circadian clock during deacclimation

Since we found evidence for transiently regulated genes and an, at least partial, reactivation of the circadian clock in our expression data, we analyzed the expression patterns of clock components in more detail. Especially clusters (b), (e), (f) and one of the small clusters with only two members included several TF genes that are part of the circadian clock, including the central oscillator components *CCA1* and *LHY*. Both genes are morning expressed under ambient temperature conditions [84] and their expression also peaked in the morning and decreased during the day during deacclimation. The log_2_ relative expression amplitudes of *CCA1* and *LHY* were similar to the high amplitudes previously determined under warm, long-day conditions [25]. Further examples of transiently regulated clock components are *NOX* in cluster (c), *EPR1/RVE7* in cluster (b) and *RVE1* in cluster (e). *NOX* is a circadian clock component [84] and *EPR1*/*RVE7* is a component of a slave oscillator involved in the fine-tuning of the circadian rhythm [85]. *RVE1* is homologous to *CCA1* and *LHY*, and plays a role in controlling auxin levels [86]. It is, however, also a negative regulator of acclimated freezing tolerance [87] and its transient up-regulation may therefore also have a direct function in regulating the loss of freezing tolerance during deacclimation. In addition, although not on the list of diurnally regulated genes, *RVE8* was found in cluster (f), which includes transiently down-regulated TF genes. *RVE8* is a morning-phased clock component inducing evening-expressed clock genes [84]. The finding of several clock components among the transiently regulated TFs supports the hypothesis that at least some clock components are rapidly reactivated after transfer from 4 °C to warm conditions, resulting in diurnal regulation of down-stream genes within hours.

Contrary to expectation, primary metabolism appeared to be dominated by a time-dependent process of resetting the acclimation response to the non-acclimated state. Most of the identified metabolites known to be diurnally regulated [38] constantly decreased in abundance during deacclimation, suggesting that temperature responses of primary metabolism dominated over diurnal regulation during the first 24 h. Alternatively, we might have been unable to identify beginning diurnal oscillations in metabolite pools, as we only sampled material during the day and not during the dark period. Only two of the compounds that showed transient changes in abundance during deacclimation are diurnally regulated [38], indicating that the transient accumulation of the remaining metabolites was in fact a deacclimation response.

## Conclusions

During deacclimation plants rapidly lose the freezing tolerance they had acquired during cold acclimation. This study provides an analysis of the transcriptomic and metabolomic regulation during the first 24 h of this process. The data indicate two inter-related processes that result in a reduction of freezing tolerance and a reinitiation of growth and development (Fig. 5). Warm temperatures increase biosynthesis and/or bioactive levels of several growth stimulating hormones and induce TFs regulating morphogenesis. Growth resumption is likely fueled by catabolism and interconversion of sugars, amino acids and storage lipids accumulated during cold acclimation. Decreasing levels of sugars and amino acids and down regulation of flavonoid metabolism may cause loss of freezing tolerance. However, warm temperatures also suppress freezing tolerance through down-regulation of the *CBF2* pathway. In addition, the clock appeared to be rapidly reinitiated upon deacclimation. The responses of primary metabolism lagged behind transcriptional responses. However, both metabolites and transcripts approached the non-acclimated state after 24 h of deacclimation. TF genes transiently regulated during deacclimation are on one hand prime candidates as regulators of deacclimation, but they are also prime candidates for being clock regulated. Transient responses not related to circadian regulation were observed, indicating processes that may play an important role in the regulation of deacclimation.

**Fig. 5:**
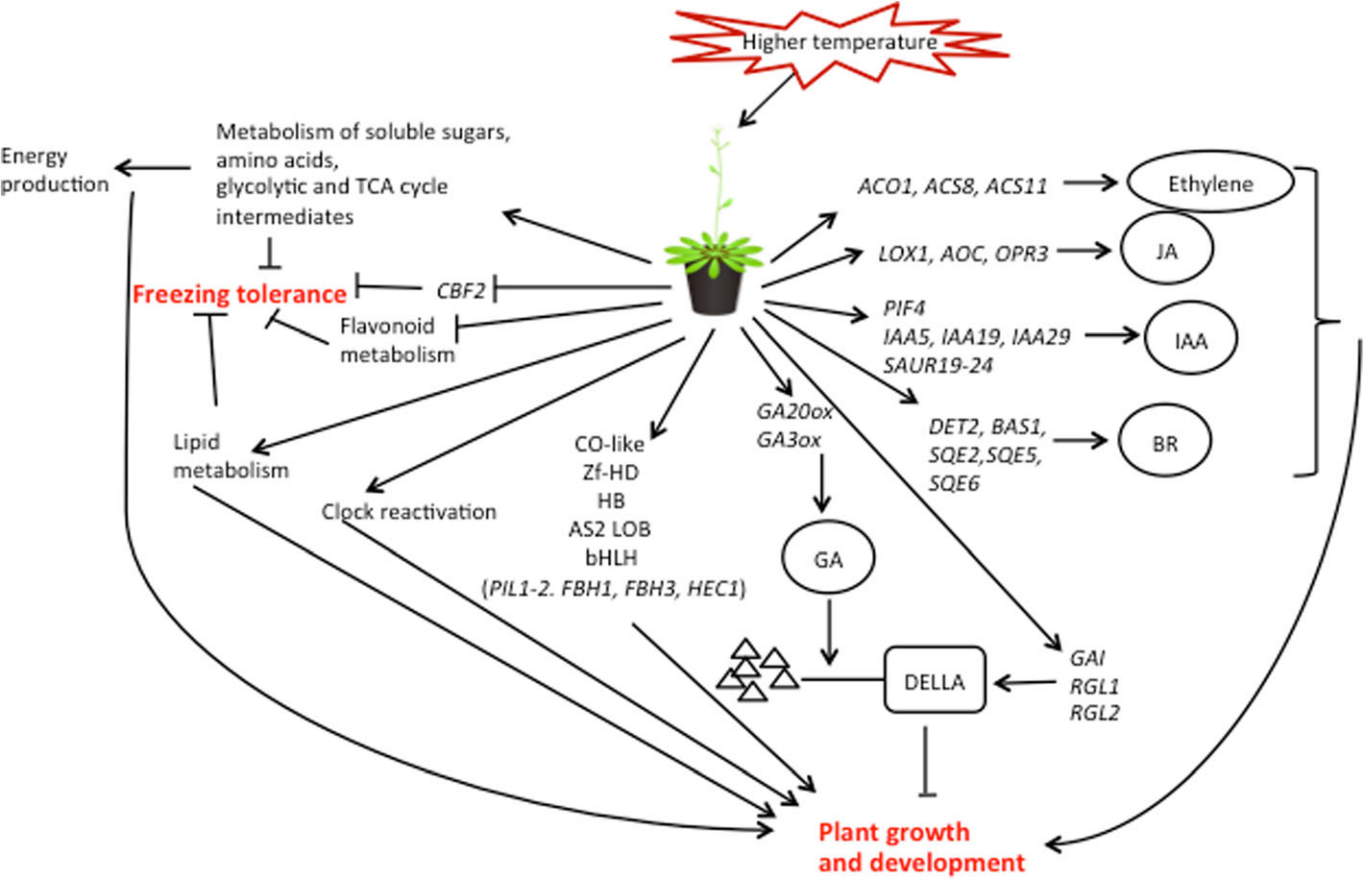
Model summarizing early metabolic and transcriptomic responses of *Arabidopsis thaliana* to deacclimating conditions. Arrows indicate activation or positive influence, lines ending in a T indicate inactivation or negative influence. The two main physiological outcomes (freezing tolerance; growth and development) are highlighted

## Additional files

Additional file 1: Relative expression values of 1462 TF genes analyzed in detail in this study. Data represent transcript levels determined by qRT-PCR expressed as 2^–ΔCt^.

Additional file 2: Transcripts with significant up- or down-regulation relative to cold acclimated plants following 2 h, 4 h, 6 h, 12 h or 24 h of deacclimation (DEA) or in non-acclimated plants (NA). The listed values are the mean log_2_ fold changes calculated from expression data obtained by Affymetrix Genechip *Arabidopsis* Gene 1.0 ST Array microarray hybridization.

Additional file 3: Metabolite data from GC-MS metabolome analysis normalized to FW and sorbitol.

Additional file 4: Distribution of 476 significantly regulated genes encoding transcription factors among the clusters shown in Fig. 2. Major clusters in Fig. 2 are indicated by letters, while small cluster with only one or a few TF genes are indicated by numbers.

Additional file 5: Scatterplot of the log_2_ relative expression values of 1462 transcription factor genes between cold acclimated and deacclimated and between cold acclimated and non-acclimated plants of *Arabidopsis thaliana*. The expression values were determined using qRT-PCR (TF platform) or the Affymetrix Genechip *Arabidopsis* Gene 1.0 ST Array (Microarray).

Additional file 6: PageMan analysis of coordinated changes of gene functional categories during 2 h, 4 h, 6 h, 12 h or 24 h of deacclimation (DEA) or in non-acclimated (NA) plants of *Arabidopsis thaliana* relative to cold acclimated plants. Normalized gene expression values were subjected to an overrepresentation analysis to identify functional categories that contained significantly more or less regulated genes than expected by chance. Blue color indicates significant enrichment of up- or down-regulated genes, red indicates significant depletion.

Additional file 7: Distribution of metabolites with significantly changed pool sizes among the clusters shown in Fig. 4. Major clusters in Fig. 4 are indicated by letters, while small cluster with only one or a few metabolites are indicated by numbers.

Additional file 8: Transcription factor genes transiently up- or down-regulated upon transfer of cold acclimated plants to deacclimating conditions for 24 h (compare Fig. 2). Transiently regulated TF genes were identified using manual inspection and pair-wise t-tests. Genes highlighted in bold have been shown not to cycle under warm conditions. *P*-values are shown both before and after FDR correction.

Additional file 9: Metabolites transiently up- or down-regulated upon transfer of cold acclimated plants to deacclimating conditions for 24 h (compare Fig. 4). Transiently regulated metabolites were identified using manual inspection and pair-wise t-tests. FDR corrected P-values are shown.

# Supplementary material for: Rapid transcriptional and metabolic regulation of the deacclimation process in cold acclimated Arabidopsis thaliana
**Source:** BMC Genomics. 2017 Sep 16;18:731. doi: 10.1186/s12864-017-4126-3
**Supplement:** Supplementary file 5 — Scatterplot of the log2 relative expression values of 1462 transcription factor genes between cold acclimated and deacclimated and between cold acclimated and non-acclimated plants of Arabidopsis thaliana. The expression values were determined using qRT-PCR (TF platform) or the Affymetrix Genechip Arabidopsis Gene 1.0 ST Array (Microarray).

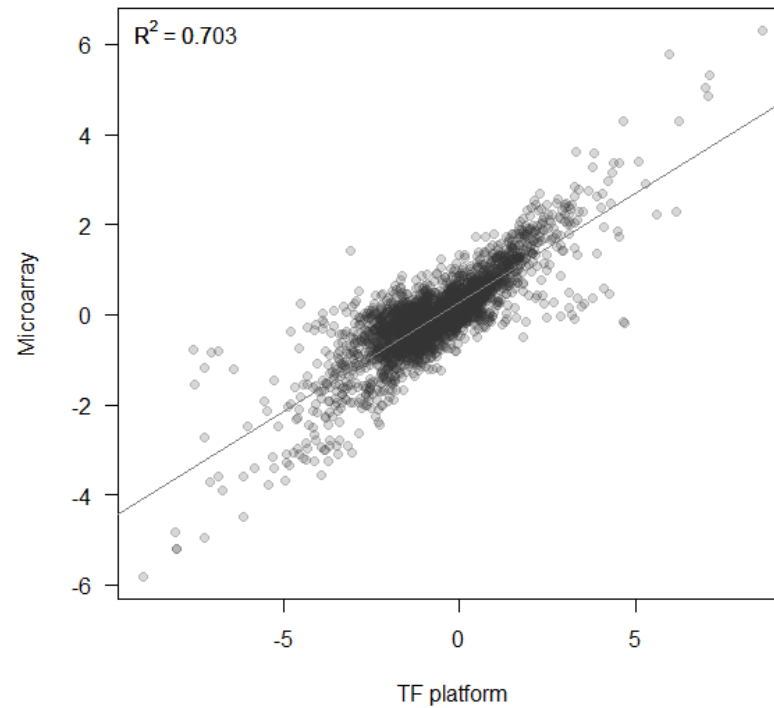

Additional file 5: Scatterplot of the log₂ relative expression values of 1462 transcription factor genes between cold acclimated and deacclimated and between cold acclimated and non-acclimated plants of *Arabidopsis thaliana*. The expression values were determined using qRT-PCR (TF platform) or the Affymetrix Genechip *Arabidopsis* Gene 1.0 ST Array (Microarray).

# Supplementary material for: Rapid transcriptional and metabolic regulation of the deacclimation process in cold acclimated Arabidopsis thaliana
**Source:** BMC Genomics. 2017 Sep 16;18:731. doi: 10.1186/s12864-017-4126-3
**Supplement:** Supplementary file 6 — PageMan analysis of coordinated changes of gene functional categories during 2 h, 4 h, 6 h, 12 h or 24 h of deacclimation (DEA) or in non-acclimated (NA) plants of Arabidopsis thaliana relative to cold acclimated plants. Normalized gene expression values were subjected to an overrepresentation analysis to identify functional categories that contained significantly more or less regulated genes than expected by chance. Blue color indicates significant enrichment of up- or down-regulated genes, red indicates significant depletion.

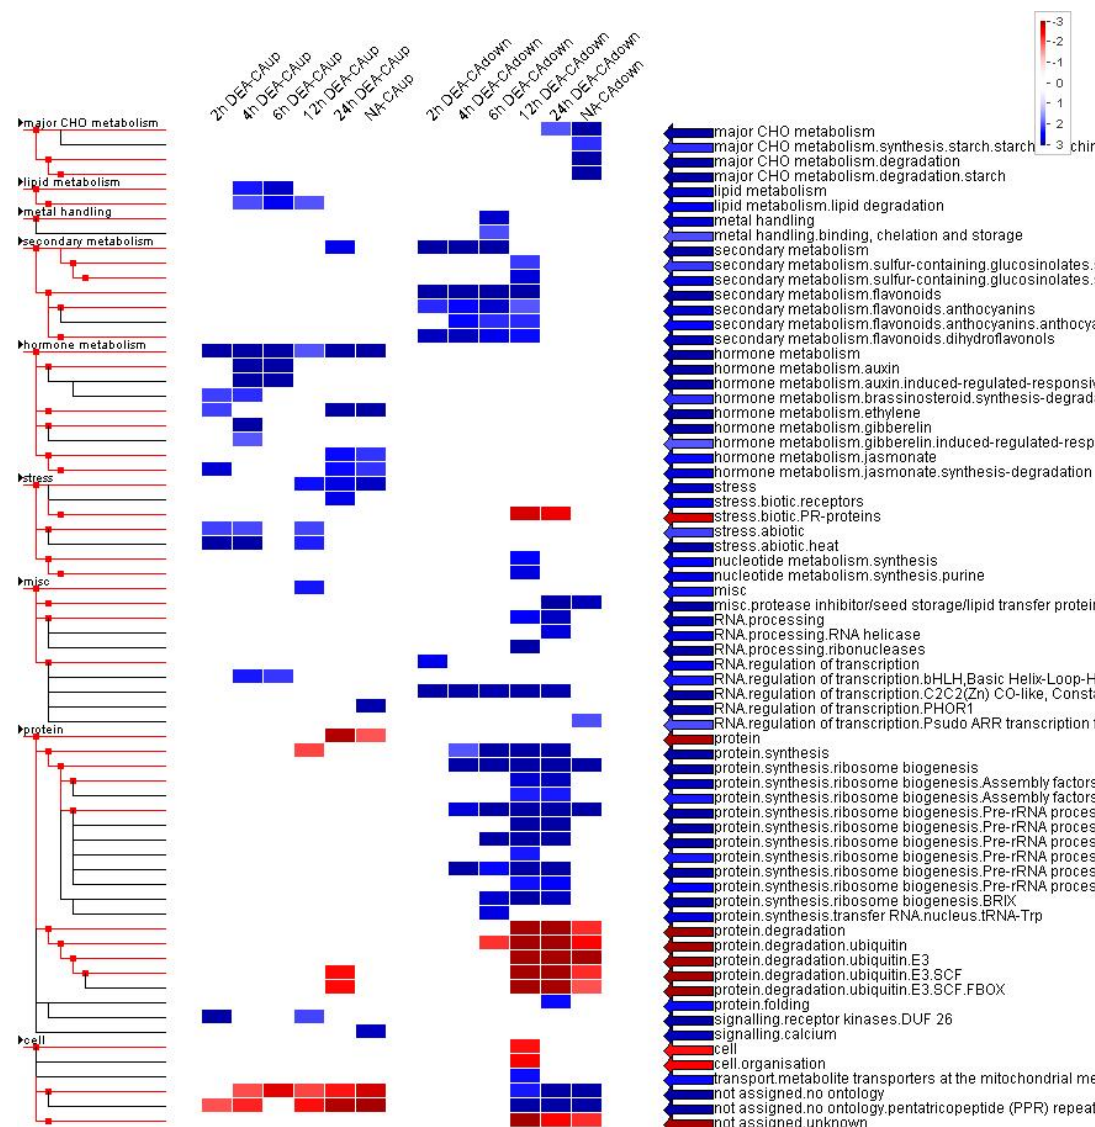

Additional file 6. PageMan analysis of coordinated changes of gene functional categories during 2 h, 4 h, 6 h, 12 h or 24 h of deacclimation (DEA) or in non-acclimated (NA) plants of *Arabidopsis thaliana* relative to cold acclimated plants. Normalized gene expression values were subjected to an overrepresentation analysis to identify functional categories that contained significantly more or less regulated genes than expected by chance. Blue color indicates significant enrichment of up- or down-regulated genes, red indicates significant depletion.

How the deposited data were processed for this re-analysis (not part of the article)

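Transcript levels were measured by the authors on Affymetrix Arabidopsis whole-transcript arrays in rosettes of plants 4 weeks old, grown for 3 weeks in days of 8 h and then in days of 16 h. There were 7 groups (cold acclimated, deacclimated for 2, 4, 6, 12 or 24 h, and non-acclimated, NA), each with 3 independent biological replicates of 10 pooled rosettes, 21 arrays in all. The deposited values are log2 expression values per probe set, which the authors made with RMA in RobiNA (background correction, quantile normalization and summary per probe set). The version of that software is not given in the sources used here. The values were used as deposited, with no further scaling in the fits on which the passages rest.

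From the table 7079 probe sets were set apart, leaving 31329, because they are numbered in steps of 2 at the head of the table and none has a gene in the platform table. This was decided after the counts and the PCA over the whole table had been seen and set beside the paper's, and the whole table was kept as an alternative laid down beforehand. The platform table lists 17481 probe sets, 16722 with 1 gene symbol and 759 with several genes, and 13848 of the analysed probe sets are not listed in it. It names 16505 genes through 16670 probe sets, and 195 genes have more than 1 probe set, 0 of them with calls in opposite directions. In list tests and in the comparison with the qRT-PCR each gene was represented by the probe set with the highest mean over all arrays. Additional file 2 of the paper, in hand for 1997 of its entries, named 723 further probe sets. Where both tables give a name they are alike for 926 of 927. Since it covers transcripts the authors called, names from it entered no list test. They were used for single genes, for counts of list members marked as such and for a further r² against the qRT-PCR.

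Differences were tested with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, in a single fit of the 21 arrays with 14 residual degrees of freedom and 2.69 prior degrees of freedom. Each group was compared with cold acclimated plants, each deacclimated group with NA plants, and each time with the time before. The comparisons of 2 h to 12 h with NA plants, the tests of lists among genes changed at all 5 times and the correlation of changes with those of NA plants were added after the data were seen. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 within the comparison and a log2 change over 1, a 2-fold change. The fit was tested on simulated data, made from the residuals of all arrays in random order around the mean of each probe set. Of probe sets given a change of 1.5 on the log2 scale in the arrays standing for 2 h, 88% of 100 were recovered, and of those given 3, 99% of 100. Beside these true calls, 19 unchanged probe sets of the 31329 tested were called. As a share of the calls this lay above the adjusted p threshold of 0.05, in a single simulated data set. With 3 arrays per group, a change near the 2-fold threshold is called only where the spread between replicates is small.

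Gene lists were compiled by hand, since MapMan bins were not used here: CBF and COR genes, heat shock proteins, heat shock factors, AUX/IAA genes, auxin metabolism, gibberellin metabolism and signalling, brassinosteroids and sterols, jasmonate synthesis and signalling, ethylene synthesis, flavonoids, glucosinolates, ribosome biogenesis, ribosomal proteins, starch, sucrose and raffinose, TCA cycle, hypoxia, fatty acid elongation, beta-oxidation, expansins and xyloglucan endotransglucosylases, clock, B-box, phytochrome-interacting factors, defence, light-harvesting proteins, an auxin-induced SAUR group, and markers of roots and flowers. The 23 lists with a gene in the platform table were tested in 6 comparisons and 2 directions with two-sided Fisher's exact tests, 276 in all, adjusted together by Benjamini-Hochberg. Each list was also tested with camera of limma, at the preset correlation of 0.01 and with an estimated correlation, and with fry, which asks whether the genes of a list move together in one direction. Unlike camera, fry does not compare a list with the other genes. Calls adjusted over a list alone use the same fold threshold. Families by gene description were not tested, as no descriptions were used, and genes encoded in the chloroplast were counted by their locus.

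Named genes follow a rule: the genes the paper names, the 10 largest increases and 10 largest decreases per comparison among single-gene probe sets past both thresholds and free of overlap between the arrays of the 2 groups, up to 4 members of each list past both thresholds and up to 2 in the other direction, and the 5 largest changes each way between 24 h and NA plants. Other genes are marked as chosen after their values were seen. Background clauses on genes are general knowledge.

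The PCA was made on the 7 group means, centred and not scaled. Overlaps were set beside the number n1 × n2 / N for independent lists and beside 20 simulations in which the 21 residual profiles were dealt at random to the 7 groups, over all arrays or, chosen later, only within a replicate number, and the top-ranked probe sets were taken at the list sizes observed. In the simulations over all arrays 0.15 probe sets on average, and at most 2, passed both thresholds, so these lists are unlike the real ones. The qRT-PCR values of Additional file 1 were taken as log2 means of the replicates given there, relative to cold acclimated plants.

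Alternatives tried were: only the 2 groups compared in the fit, replicate number as a block, cyclic loess, an intensity trend with a robust prior, leaving out the 25% of probe sets with the lowest mean, single-gene probe sets, the whole table, adjustment over the comparisons together, the nestedF method, each array left out in turn (for the PCA and the qRT-PCR each replicate number in all groups), PCA on 21 arrays or with unit variance, camera and fry for lists, and ratios of means for the qRT-PCR. Tables and figures were made with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and Matplotlib 3.10.9. Metabolites, freezing tolerance and genome coordinates were not analysed here, and the qRT-PCR values were only set beside those of the arrays.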

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

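The tests of array number, of the distance between mean profiles and of time of day at harvest were chosen only after the results they measure had been seen.

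Direct limma tests between successive times ask where the course turns, a question that comparisons with cold acclimated plants leave open, and their counts are unlike those comparisons in size. From 2 h to 4 h, 33 probe sets rose and 18 fell, from 4 h to 6 h, 9 rose and 6 fell, from 6 h to 12 h, 63 rose and 99 fell, and from 12 h to 24 h, 499 rose and 318 fell. With only the 2 groups in the fit the first 3 steps all but ended (1 up and 2 down, 1 and 1, 0 and 0) and the last gave 381 and 257. Adjustment over all comparisons raised the first 3 (109 and 104, 41 and 32, 120 and 230), as did nestedF (109 and 108, 37 and 29, 120 and 208), so the size of these steps rests on the setting. The clock gene LHY (AT1G01060) fell by 2.68 on the log2 scale from 2 h to 4 h and rose by 5.65 from 12 h to 24 h, and PRR9 (AT2G46790), another clock gene, fell by 4.24 from 6 h to 12 h (adjusted p = 2.44e-05 from limma, and 0.0872 with only those 2 groups in the fit). Of the 10 splits of 6 arrays into 3 and 3, too few to judge a result by, the real split of 4 h and 2 h called 51 and the highest other 25, that of 12 h and 6 h 162 and 0, and that of 24 h and 12 h 817 and 0. For 6 h and 4 h the real split called 15, and 2 of the 10 splits, the real one included, called as many or more (highest 52), which points to a structure of the samples that was not tested further.

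Single arrays move the small counts. For 4 h against 2 h, the number up was 114 without 2 h replicate 2, 13 without 2 h replicate 3, 12 without 4 h replicate 1 and 18 without 4 h replicate 2, and the number down was 9 without 2 h replicate 1, 207 without 2 h replicate 2, 11 without 2 h replicate 3, and 9 without 4 h replicate 1 or 4 h replicate 2. For 6 h against 4 h, the number up was 5 without 4 h replicate 1, 4 h replicate 2, 6 h replicate 1 or 6 h replicate 2, and the number down was 10 without 4 h replicate 2, 2 without 4 h replicate 3 and 3 without 6 h replicate 2. For 12 h against 6 h, the number up was 167, 17 and 23 without 6 h replicates 1, 2 and 3 and 33, 39 and 22 without 12 h replicates 1, 2 and 3, and the number down was 180, 39 and 35 without 6 h replicates 1, 2 and 3 and 53, 46 and 51 without 12 h replicates 1, 2 and 3. No single array moved the counts of 24 h against 12 h by more than 1.5-fold.

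Changes of direction within the course were rare: 44 probe sets were up at some times and down at others relative to cold acclimated plants. Among named genes, FKF1 (AT1G68050), a clock-linked photoreceptor gene, fell by 1.16 on the log2 scale at 2 h and rose by 2.47 at 6 h (adjusted p = 0.00925 and 8.56e-06 from limma).

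PR1 stands out in a comparison the paper does not make gene by gene, 24 h against NA plants, where it was higher by 2.33 on the log2 scale. NIMIN1 (AT1G02450), a regulator in the same salicylic acid pathway, gave 0.26 there (adjusted p = 0.907 from limma) but rose by 2.08 at 12 h relative to cold acclimated plants. With names from Additional file 2, a selected set, the defence list has 5 measured genes, of which 1 was up at 4 h, 2 at 6 h, 2 up and 1 down at 12 h, 1 up and 1 down at 24 h, and 2 down in NA plants relative to cold acclimated plants. With only the 24 h and NA arrays in the fit the adjusted p of PR1 was 0.515, so its call rests on a variance estimated over all groups.

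Few probe sets, 14, separate 24 h from NA plants. At the same number of arrays 12 h against NA plants gave 1440. The means of 12 h and NA plants lie farther apart, at 93.57 against 50.77 for 24 h and NA plants. So this count cannot tell whether more arrays would separate 24 h from NA plants. A near likeness of the mean profiles fits: the distance between the 24 h and NA means was 1.084 times that given by the spread between arrays. That spread includes 24 h replicate 2, so the ratio cannot tell likeness of the means from the spread of this array. An unadjusted p under 0.05 was reached by 2752 probe sets. Spread added by 24 h replicate 2 also fits, since 19 were higher and 137 lower without it (156 together), against 11 and 7 without 24 h replicate 1, 5 and 0 without 24 h replicate 3, and 18 and 20, 2 and 2, and 2 and 0 without NA replicates 1, 2 and 3. Adjustment over all comparisons gave 73 higher and 40 lower and nestedF 62 and 50, and of the 10 splits, too few to judge by, 3 call 14 or more, the real one included, the highest (396) setting 24 h replicate 2 with NA replicates 2 and 3, which points to a structure of the samples that may be the spread of that array.

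The step from 12 h to 24 h (817 probe sets) may reflect time of day at harvest as well as hours of deacclimation, since the paper writes of a transfer in the morning. Of 9 clock genes, names from Additional file 2 included, 6 passed both limma thresholds in this step, among them CCA1, which rose by 5.23, and PRR9, which rose by 6.42 on the log2 scale. Both explanations predict such changes when harvest hour and hours of deacclimation move together, so the data cannot separate them.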

How the results depend on the processing

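Settings for the steps between times, for the share of probe sets changed at any time and for 2 h to 12 h against NA plants, the names from Additional file 2 and the restriction to called points in the qRT-PCR comparison, the PCA over the whole table and Fisher's exact tests on the calls of other settings were chosen after the results had been seen, and the rest were planned. The balance of calls up and down turned in some: over the whole table at 4 h, at 6 h and in NA plants, after cyclic loess at 6 h and 24 h, with single-gene probe sets at 12 h and 24 h, without 6 h replicate 1 at 6 h and 24 h replicate 3 at 24 h, and for 24 h against NA plants without 24 h replicate 2 or NA replicate 1. It also turned in 6 settings for 2 h against NA plants, without 6 h replicate 2 for 6 h against NA plants, and in 2 settings each for the steps from 2 h to 4 h and from 4 h to 6 h. Of the named values past both thresholds none changed direction. Among those short of them the sign changed for DYL1 at 24 h, GH3.3 at 12 h and LHY in 24 h against NA plants when single arrays were left out, and only moved values are given. In each case the cause was not tested.

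In these lines CA stands for cold acclimated plants. Single-gene probe sets number 16670 of the 31329, so lower counts with them follow from the smaller number tested. Fitting only the 2 groups compared gave 0 up and 0 down for 24 h against NA, 1 up and 2 down for 4 h against 2 h, 1 up and 1 down for 6 h against 4 h, 0 up and 0 down for 12 h against 6 h, 64.1% of the higher NA probe sets shared at 24 h and 18.6% of the lower NA probe sets shared at 2 h. Replicate number as a block gave 4 down for 24 h against NA and 29 down for 4 h against 2 h. Cyclic loess gave 55 up for 4 h against 2 h, 28.3% of the higher NA probe sets shared at 2 h, 34.3% of the higher NA probe sets shared at 6 h, 28.7% of the lower NA probe sets shared at 2 h and an r² of 0.390 against the qRT-PCR. An intensity trend with a robust prior gave 30 down for 4 h against 2 h. Leaving out the dimmest 25% of probe sets gave 1 down for 24 h against NA, 37.7% of the higher NA probe sets shared at 4 h and an r² of 0.487 against the qRT-PCR. Single-gene probe sets gave 508 up and 234 down for 2 h against CA, 530 up and 418 down for 4 h against CA, 706 up and 522 down for 6 h against CA, 754 up and 677 down for 12 h against CA, 705 up and 656 down for 24 h against CA, 758 up and 595 down for NA against CA, 5 up and 1 down for 24 h against NA, 350 up and 364 down for 2 h against NA, 325 up and 477 down for 4 h against NA, 475 up and 588 down for 6 h against NA, 314 up and 423 down for 12 h against NA, 19 up and 11 down for 4 h against 2 h, 3 up and 0 down for 6 h against 4 h, 27 up and 29 down for 12 h against 6 h, 231 up and 164 down for 24 h against 12 h, 177 up at all 5 times, 79 down at all 5 times and 46.9% of the lower NA probe sets shared at 12 h. The whole table gave 908 down for 2 h against CA, 1786 down for 6 h against CA, 2839 down for 12 h against CA, 2160 down for 24 h against CA, 1752 down for NA against CA, 318 down at all 5 times, 26.0% of the lower NA probe sets shared at 2 h, 40.2% of the lower NA probe sets shared at 6 h, 58.0% of the lower NA probe sets shared at 12 h, 66.7% of the lower NA probe sets shared at 24 h and 68.7% of the variance on PC1 and PC2. Adjusting over all comparisons together gave 73 up and 40 down for 24 h against NA, 109 up and 104 down for 4 h against 2 h, 41 up and 32 down for 6 h against 4 h and 120 up and 230 down for 12 h against 6 h. The nestedF method gave 62 up and 50 down for 24 h against NA, 109 up and 108 down for 4 h against 2 h, 37 up and 29 down for 6 h against 4 h, 120 up and 208 down for 12 h against 6 h and 72.5% of the higher NA probe sets shared at 24 h.

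A PCA on 21 arrays gave 46.7% of the variance on PC1 and PC2. Camera with an estimated correlation gave 0 list tests passed. Camera with an estimated correlation and a replicate block gave 0 list tests passed. The fry test gave 65 list tests passed. A fry test with a replicate block gave 70 list tests passed. Adding names from Additional file 2 gave an r² of 0.543 against the qRT-PCR. Taking called points only gave an r² of 0.679 against the qRT-PCR. Ratios of means gave an r² of 0.434 against the qRT-PCR. A PCA with unit variance gave 60.2% of the variance on PC1 and PC2. Arrays of the same replicate number in different groups had residual correlations of -0.00187 to 0.203, over 0.1 in 12 of 18 cases and highest with their own number in 17 of 18. The paper writes of 3 independent experiments, so a shared number may mark one of them, but it does not say so of the array numbers, and the block was kept as an alternative only.

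With each array left out in turn the counts up and down were 774 to 1176 and 426 to 614 for 2 h against CA, 884 to 1022 and 725 to 941 for 4 h against CA, 1179 to 1349 and 1006 to 1255 for 6 h against CA, 1237 to 1412 and 1431 to 1571 for 12 h against CA, 1181 to 1445 and 1274 to 1552 for 24 h against CA, 1177 to 1503 and 1044 to 1251 for NA against CA, 2 to 19 and 0 to 137 for 24 h against NA, 523 to 955 and 591 to 827 for 2 h against NA, 648 to 736 and 718 to 985 for 4 h against NA, 864 to 1018 and 935 to 1222 for 6 h against NA, 554 to 669 and 648 to 920 for 12 h against NA, 12 to 114 and 9 to 207 for 4 h against 2 h, 5 to 7 and 2 to 10 for 6 h against 4 h, 17 to 167 and 35 to 180 for 12 h against 6 h, 409 to 631 and 266 to 348 for 24 h against 12 h. The other results ran as follows: 300 to 347 up at all 5 times, 136 to 177 down at all 5 times, 14.5 to 16.4% changed at any time, 29.5 to 35.6% higher shared at 2 h, 31.6 to 38.1% higher shared at 4 h, 31.8 to 39.3% higher shared at 6 h, 39.8 to 48.9% higher shared at 12 h, 58.2 to 73.8% higher shared at 24 h, 18.3 to 24.8% lower shared at 2 h, 28.9 to 33.2% lower shared at 4 h, 33.0 to 37.0% lower shared at 6 h, 49.8 to 54.5% lower shared at 12 h, 70.3 to 77.5% lower shared at 24 h, 22 to 25 list tests passed. Leaving out replicate 1, 2 or 3 of all groups at once gave 64.6 to 71.1% on PC1 and PC2 and r² 0.389 to 0.401. For the small counts of 24 h against NA and of steps between times, the arrays behind the extremes are named above.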

Differences from the paper's values

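The share of probe sets changed at any time and the names and points used for the qRT-PCR comparison were examined further only after the results had been seen, and the other settings were planned.

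The paper gives ca. 8% of the genome as changed during deacclimation. Here 15.4% of 31329 probe sets were changed at 1 or more of the 5 times, among them CSLA01 and HSFA2, and single times gave 4.48% (2 h) to 9.17% (12 h), with 8.52% at 24 h. Settings run for this share after it had been seen gave 14.3% (nestedF) to 19.6% (without the dimmest 25% of probe sets), and with each array left out in turn 14.5% to 16.4%, so none of them reached the paper's value, while the share at 24 h alone comes near it. Additional file 2, which lists transcripts called at any of these times or in NA plants, has 1997 entries in hand and 2752 more. Here 5298 probe sets were called in these 6 comparisons. The totals cover unlike sets, since 308 of the entries in hand are among the probe sets set apart, which the 5298 leave out. The gap may lie in what the 8% counts, which is not given in the sources used here.

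For arrays against qRT-PCR, Additional file 5 gives an R² of about 0.70, read by eye from its plot, against 0.417 here. The paper's plot covers more genes than the 467 compared here, so the values are over unlike gene sets. Within single comparisons r² here ran from 0.4105 at 24 h to 0.528 in NA plants. Leaving out the dimmest 25% of probe sets gave 0.487, within 1.5 times of the value read by eye though still below it. Ratios of means (0.434), cyclic loess (0.390) and leaving out replicate 1, 2 or 3 (0.389, 0.393 and 0.401) were further off. In settings added after the values had been seen, names from Additional file 2 gave 0.543 and points past both limma thresholds on the array gave 0.679. Both settings select genes or points by their change on these arrays, which can raise r² by itself. These 2 values therefore do not show that the gap to the paper closes. Genes such as WLIM2A at 24 h (-1.21 on the array, -3.15 in the qRT-PCR) fall far from the line.

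The counts up and down, their ratios, the overlaps with cold acclimation, the numbers changed at all 5 times and the PCA shares lie within 1.5 times of the paper's in the fit used for the passages (the widest gap being 328 up at all 5 times against the paper's 230), and they stay within that margin with only the 2 groups fitted, a replicate block, an intensity trend, the dim filter, adjustment over all comparisons and nestedF. Outside the margin were single-gene probe sets for 2 h (508 up, 234 down), 4 h (530, 418), 6 h (706, 522), 12 h (754, 677), 24 h (705, 656), NA plants (595 down) and all 5 times (79 down). That setting holds only 16670 of the 31329 probe sets, so lower counts follow from its size and do not show a change in the result. If the paper's counts for NA plants run the other way, a question left open below, 2 more values fall outside. They are the 758 up in NA plants with single-gene probe sets and the number down in NA plants over the whole table. Over the whole table the numbers down were outside it: 908 at 2 h, 1180 at 4 h, 1786 at 6 h, 2839 at 12 h, 2160 at 24 h and 318 at all 5 times, with 352 up at all 5 and up to down ratios of 0.520 at 12 h and 0.628 at 24 h. Cyclic loess gave a ratio of 1.04 at 2 h and 199 down at all 5 times. Without cold acclimated replicate 1, 347 were up at all 5 times, without 24 h replicate 2, 346, and on 21 arrays PC2 held 21.9%. The 31329 probe sets lie closer to the paper's counts than the whole table does, yet 308 of the probe sets left out are in the part of Additional file 2 in hand, so the paper's counts include some of them.

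Some statements on functional classes are not met by the lists tested. No hormone list passed for rising genes. The 1 measured gene of ethylene synthesis was up from 4 h to 24 h without its list passing. Those of jasmonate synthesis (2) and gibberellin signalling (3) had at most 1 gene up at a time, and lists this short hold little of the classes the paper tested, though the sucrose and raffinose list passed with 2. The single jasmonate synthesis genes LOX1 and OPR3 given above were both up at 2 h. AUX/IAA (8) and auxin metabolism (10) are about as large as lists that passed, and 1 gene of each was up at 2 h, 4 h and 6 h. Of 3 beta-oxidation genes named in the platform table 0 were called, while ACX3, named from Additional file 2, was up at 4 h and 6 h. Within the paper's 2 h to 12 h the 2 glucosinolate genes UGT74B1 and UGT74C1 were not called and moved together upward at 2 h, 4 h and 12 h in a fry test (adjusted p = 0.0292, 0.0152 and 0.00757), while with names from Additional file 2, a selected set, 2 of 5 were down at 6 h and 12 h, in line with the paper. Of the 20 ribosome biogenesis genes of the list 0 were down at all 5 times, though PWP2 and NAF1, outside the list and chosen after their values were seen, were. Heat shock proteins passed also at 6 h and 24 h (adjusted p = 0.396 and 0.277 with an estimated correlation, 0.126 and 0.0855 without the fold threshold), and flavonoid genes also at 24 h (adjusted p = 0.277 with an estimated correlation), so these calls are not firm. Camera at its preset correlation gave adjusted p = 0.0297 and 0.00763 for heat shock proteins and 0.00178 for flavonoid genes at these times. In NA against cold acclimated plants 1335 probe sets were higher and 1139 lower, a ratio of 1.17 where the paper's Table 3 gives 0.96. The paper's text gives the same 2 counts as changes after cold acclimation, the opposite direction, so which way its ratio runs is open. Turned round, the paper's counts would also hold more genes higher than lower in NA plants, and the gap would be smaller. The choice of probe sets moves this ratio too. In the fit of the whole table, 629 of the probe sets set apart were lower in NA plants and 75 higher. Over that table 44.2% of the calls were higher, and the paper's list includes some of the probe sets set apart. Of the probe sets called at 2 h to 12 h, between 36.6% and 49.2% were changed the same way in NA plants, and only at 24 h did the share exceed the rest (71.8% up, 61.8% down), where the paper speaks of the majority. These lists are shorter than the paper's MapMan bins and made by hand.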

Other observations

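The tests of signal level and of intensity-dependent differences between arrays were chosen only after the fall of unnamed probe sets had been seen.

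Single clock genes named from Additional file 2, a selected set, had large changes. CCA1 fell by 4.83 on the log2 scale at 6 h and fell by 5.20 at 12 h relative to cold acclimated plants and stood at 0.03 at 24 h (standard error 0.28). PRR9 fell by 7.05 at 12 h (standard error 0.34), FKF1 rose by 2.08 at 12 h (standard error 0.29), and GRP7 (AT2G21660), a clock-controlled RNA-binding protein, fell by 2.63 at 24 h (standard error 0.11). RVE7 (AT1G18330), a MYB-like gene, rose by 1.60 at 2 h, FT (AT1G65480), the florigen gene, fell by 1.87 at 6 h, and LHCB1.1 (AT1G29920), a light-harvesting gene, fell by 4.05 at 12 h (adjusted p = 0.00018, 5.57e-05 and 2.22e-09 from limma). B-box genes parted ways: BBX25 (AT2G31380) fell by 2.72 at 6 h and BBX27 (AT1G68190) rose by 2.46. Of 2 clock genes named in the platform table, 1 (GI) fell at 2 h (1 adjusted over the list alone, adjusted p = 0.266, Fisher's exact test). The 1 B-box gene (BBX11) was down at 24 h (1 alone, adjusted p = 0.333) and of 2 PIF genes 1 (PIF7) fell at 6 h (1 alone, adjusted p = 0.369).

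Single auxin and gibberellin genes were called although no such list passed. IAA5 (AT1G15580) rose by 2.00 on the log2 scale at 4 h and stood at -0.23 at 12 h (standard error 0.27), IAA17 (AT1G04250) rose by 1.16 at 24 h (standard error 0.18), and RGL1 (AT1G66350), a DELLA gene, rose by 1.60 at 6 h (standard error 0.18, adjusted p = 7.01e-06 from limma). PDC2 (AT5G54960), a pyruvate decarboxylase, fell by 1.34 at 2 h (standard error 0.19), and NIMIN1 rose by 2.08 at 12 h (adjusted p = 9.78e-05 from limma). Of 4 hypoxia genes, 1 (HRA1) was up at 2 h (1 adjusted over the list alone, adjusted p = 0.581, Fisher's exact test), and of 9 expansin and xyloglucan genes 2 were up at 24 h (2 alone, adjusted p = 0.353) and 2 down (2 alone, adjusted p = 0.338). In limma 0 of 3 light-harvesting genes passed both thresholds at any time, with 2 at an unadjusted p under 0.05 at 6 h (fry adjusted p = 0.0122), 0 of 2 root marker genes passed, with 0 at an unadjusted p under 0.05 at 6 h (fry adjusted p = 0.57), and 0 of 1 defence gene passed, with 0 at an unadjusted p under 0.05 at 6 h. Markers of flowers and the SAUR group have no gene in the platform table. Of 63 chloroplast-encoded genes 0 passed both limma thresholds in any comparison, with 8 at an unadjusted p under 0.05 at 2 h.

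The 7079 unnamed probe sets set apart shifted downward as a body, with median log2 changes of -0.301, -0.256, -0.392, -0.595 and -0.433 from 2 h to 24 h and -0.419 in NA plants, while for named genes such as BBX27 and BBX25 calls went both ways. Named probe sets matched on level did not show it, with a median of 0.0318 at 12 h. After cyclic loess over all probe sets, which evens out intensity-dependent differences between arrays, the median of the block at 12 h was still -0.509. Both tests concern signal level only. The block also spread more between arrays of a group, with a median residual standard deviation of 0.561 against 0.228 for the analysed probe sets. Its median level was 6.025, 5.475 and 6.118 in 24 h replicates 1, 2 and 3. The block may hold controls, and neither differences in background between arrays nor a biological explanation was tested.

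Whether chance labels of the arrays would give such counts was examined by relabelling. For splits of 6 arrays into 3 and 3, only 10 are possible, too few to judge by: relative to cold acclimated plants the real splits called 1405, 1825, 2422, 2872 and 2669 from 2 h to 24 h and 2474 in NA plants, and the highest other split called 0 each time, so that 1 of 10, the real split, reached the count. Relative to NA plants the real splits called 1409, 1591, 2060 and 1440 from 2 h to 12 h, and the highest others 3, 0, 1 and 0, again 1 of 10. In 100 random orders of the labels of 21 arrays no other order came up to the real value (1 counting the real order) for probe sets up at all 5 times (328, highest other 0), down at all 5 times (154, highest other 1) or list tests passed (24, highest other 4). Such orders leave few calls at any time, so they say nothing of the overlap between comparisons that share the cold acclimated arrays, to which genes such as COR28 and PIF4 belong. There simulated unchanged groups reached above the observed share of the NA list for rises at 6 h (38.4% against 37.8%) and for falls at 2 h, 4 h and 6 h (24.0%, 33.6% and 39.8% against 21.2%, 32.9% and 35.8%), and with profiles exchanged only within a replicate number also for rises at 2 h and 4 h (38.9% and 39.0% against 33.3% and 34.9%), though no longer for falls at 4 h (32.0%). The simulated lists were filled by rank, since almost no probe set passed the thresholds there. They therefore cannot tell how much of the real overlap the shared controls account for.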
